# A Barcode Screen for Epigenetic Regulators Reveals a Role for the NuB4/HAT-B Histone Acetyltransferase Complex in Histone Turnover

**DOI:** 10.1371/journal.pgen.1002284

**Published:** 2011-10-06

**Authors:** Kitty F. Verzijlbergen, Tibor van Welsem, Daoud Sie, Tineke L. Lenstra, Daniel J. Turner, Frank C. P. Holstege, Ron M. Kerkhoven, Fred van Leeuwen

## Abstract

Dynamic modification of histone proteins plays a key role in regulating gene expression. However, histones themselves can also be dynamic, which potentially affects the stability of histone modifications. To determine the molecular mechanisms of histone turnover, we developed a parallel screening method for epigenetic regulators by analyzing chromatin states on DNA barcodes. Histone turnover was quantified by employing a genetic pulse-chase technique called RITE, which was combined with chromatin immunoprecipitation and high-throughput sequencing. In this screen, the NuB4/HAT-B complex, containing the conserved type B histone acetyltransferase Hat1, was found to promote histone turnover. Unexpectedly, the three members of this complex could be functionally separated from each other as well as from the known interacting factor and histone chaperone Asf1. Thus, systematic and direct interrogation of chromatin structure on DNA barcodes can lead to the discovery of genes and pathways involved in chromatin modification and dynamics.

## Author Summary

Packaging of eukaryotic genomes by the histone proteins influences many processes that use the DNA, such as transcription, repair, and replication. One well-known mechanism of regulation of histone function is the covalent modification of histone proteins. Replacement of modified histones by new histones has recently emerged as an additional layer of regulation (hereafter referred to as histone turnover). Although histone replacement can affect substantial parts of eukaryotic genomes, the mechanisms that control histone exchange are largely unknown. Here, we report a screening method for epigenetic regulators that we applied to search for histone exchange factors. The screening method is based on our finding that global chromatin changes in mutant cells can be inferred from chromatin states on short DNA barcodes. By analyzing the chromatin status of DNA barcodes of many yeast mutants in parallel, we identified positive and negative regulators of histone exchange. In particular, we find that the HAT-B complex promotes histone turnover. HAT-B is known to acetylate the tails of newly synthesized histones, but its role in chromatin assembly has been unclear. Hif1, the nuclear binding partner of HAT-B in the NuB4 complex, also promotes histone exchange but by non-overlapping mechanisms. These results provide a new perspective on pathways of histone exchange.

## Introduction

The epigenetic landscape in the cell is dynamic and shaped by histone modifying and demodifying enzymes. In addition, histones themselves can also be dynamic; they can be moved along the DNA through the action of ATP-dependent nucleosome remodeling enzymes or can be evicted and replaced by new histones. Many histone modifying and remodeling enzymes have been identified and several factors have been found to be involved in changing nucleosome occupancy during gene activation and repression [1]–[3]. Recent studies indicate that histones can also be replaced by replication-independent mechanisms that do not involve obvious changes in nucleosome occupancy [3]–[9]. The replacement of existing chromatin-bound histones by newly synthesized histones most likely affects the stability of chromatin marks and thereby epigenetic mechanisms of gene regulation.

Histone replacement or turnover requires assembly and disassembly of nucleosomes, processes that most likely involve the action of histone chaperones. Chaperones are acidic proteins that bind the highly basic soluble histone proteins and thereby prevent non-specific interactions of histones with other proteins and DNA [10]–[12]. The HAT-B complex is one of the factors that binds newly synthesized histones H3 and H4 in the cytoplasm [13]. This evolutionary conserved complex, composed of the chaperone Hat2 and the acetyltransferase Hat1 (also known as Kat1), acetylates newly synthesized soluble histone H4 on lysine 12 (H4K12) and lysine 5 (H4K5) [14]–[17]. Hat1 specifically acts on soluble histones because it is inactive towards chromatin-bound nucleosomal histones [13]. Hat1 is the founding (and still only known) member of the family of type B HATs, which are cytoplasmic and specific for free histones [13], [14]. Whether the HAT-B complex or its acetyltransferase activity towards the H4 tail has a role in subsequent steps of histone trafficking or chromatin assembly is not well understood [14]. Cells lacking the HAT-B complex show no growth defect, indicating that acetylation of newly synthesized histones by Hat1 is not essential for replication-dependent histone deposition [14]. In addition, the acetylation marks introduced by HAT-B are removed upon deposition of new histones in chromatin [14]. However, several studies have indicated connections between Hat1 and chromatin [15], [18]–[24]. In addition, recent biochemical studies suggest that HAT-B guides newly synthesized histones from the cytoplasm to the nucleus, where it binds to the histone chaperone Hif1 to form the NuB4 complex and hand over the histones to other chaperones such as Asf1 [25], [26]. Asf1 is involved in the stimulation of H3K56 acetylation on soluble histones prior to their deposition [11], [12]. By binding to the chromatin assembly factor complex (CAF1) and chaperone Rtt106, Asf1 can subsequently deliver histones for deposition at the replication fork [27]–[30]. In addition, Asf1 can bind to the HIR complex and thereby deliver histones for replication-independent histone deposition [11], [12], [27]–[29], [31], [32]. How chaperones affect histone assembly and disassembly is still largely unknown but recent studies are starting to reveal some of the underlying mechanisms [30], [33]–[36].

We recently developed Recombination-Induced Tag Exchange (RITE) as an assay to measure histone turnover under physiological conditions [7]. RITE is a genetic pulse-chase method in which replacement of old by new histones can be examined by immunoblots or chromatin immunoprecipitation (ChIP). To unravel the significance of the high rate of histone turnover that we and others observed in yeast [4]–[9], [37], the underlying mechanisms will need to be identified. However, identification of genes involved in histone turnover is not straightforward. Screening for mutants that affect epigenetic processes is usually carried out using indirect read-outs such as activity of reporter genes or developmental phenotypes. Mutants that affect histone post-translational modifications have also been identified by global proteome analysis [38]. However, it is not clear whether and how histone turnover affects gene expression, reporter genes, or developmental phenotypes. As a consequence, no indirect reporter assays are available to screen for histone turnover genes by mutant hunts. The alternative, direct assessment of chromatin changes in mutant clones is typically laborious (involving ChIP-sequencing or ChIP-on-chip) and is usually not suitable for genetic screening. To speed up the discovery of histone turnover pathways, we directly interrogated chromatin structure using RITE combined with methods that have been developed for parallel analysis of fitness phenotypes in yeast [39], [40]. Using this strategy we identified mutants that either positively or negatively affected histone turnover and we provide the first *in vivo* evidence for a function of the NuB4 complex in histone exchange.

## Results

### Outline of a barcode screen for histone turnover mutants

The collection of gene-deletion mutants in *Saccharomyces cerevisiae* enables the systematic analysis of gene function. A pair of unique DNA barcodes (UpTag and DownTag) is present in each yeast deletion strain, flanking a common selectable marker gene used to knock out the respective genes (Figure 1). Molecular counting of the barcodes by DNA microarrays or digital counting by next-generation sequencing allows parallel analysis of the relative abundance of yeast clones in pooled cultures [40], [41]. The fitness of each yeast deletion mutant can be inferred from the changes in the relative abundance of the barcodes after exposure to the condition of interest. Using these same principles, we reasoned that in a pool of yeast deletion mutants the relative abundance of each barcode in a ChIP experiment might report on the abundance of a particular chromatin mark in that region in each mutant. Here we refer to the identification of epigenetic regulators by a barcode-ChIP-Seq approach as Epi-ID (Figure 1).

**Figure 1:**
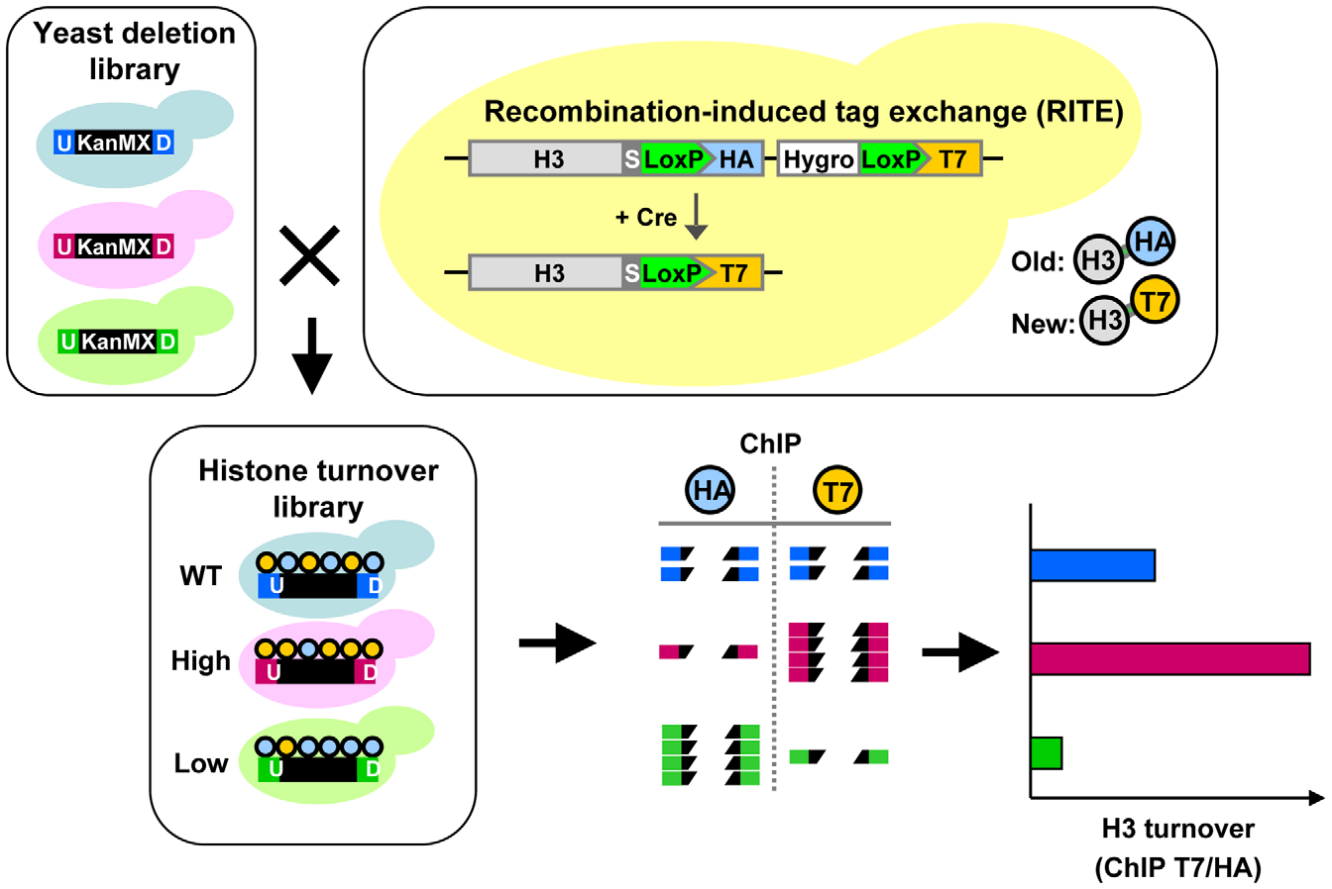
Combining Epi-ID with RITE to screen for histone turnover mutants. Each mutant in the yeast deletion library contains at the location of the deleted gene a common selectable marker gene (KanMX; black box) flanked by two unique barcodes: UpTag and DownTag (U/D). A set of deletion mutants was crossed with an H3-HAT7 RITE strain to switch epitope tags on histone H3 and monitor replacement of old by new histones in mutants (histone turnover library). Following a RITE assay and ChIP (HA and T7) on a pool of mutants, barcode abundance in each ChIP experiment was measured by deep sequencing. After normalizing the datasets, histone turnover at each barcode was calculated by taking the ratio of new/old (T7/HA) histone ChIP signals. Predicted results of mutants with higher and lower turnover are indicated.

To explore the possibilities of Epi-ID and to search for genes involved in histone turnover we used the genetic pulse-chase method RITE to allow the detection of old and new histone H3 proteins in yeast [7] (Figure 1). Briefly, following deletion of one histone H3 gene copy, the sole remaining H3 gene was tagged with an HA tag flanked by LoxP sites, and a downstream orphan T7 tag. Initially all H3 proteins are tagged with an HA tag. Upon induction of a hormone-dependent Cre recombinase by the addition of estradiol, the HA tag in the genome is replaced by the T7 tag and from then on all newly synthesized H3 will be T7 tagged. Histone turnover results in replacement of H3-HA by H3-T7, which can be detected and quantified by immunoblot and ChIP (Figure 2). We note that histone turnover measurements obtained using RITE correlate well with measurements obtained using the previously used inducible pGAL-system to ectopically overexpress a tagged copy of histone H3 [42]. One of the advantages of RITE is that the tagged histone gene is expressed from its endogenous promoter, and old and newly synthesized histone H3 can be simultaneously detected and followed under any (physiological) condition of interest, independent of changes in nutrients to induce ectopic promoters [7], [43].

**Figure 2:**
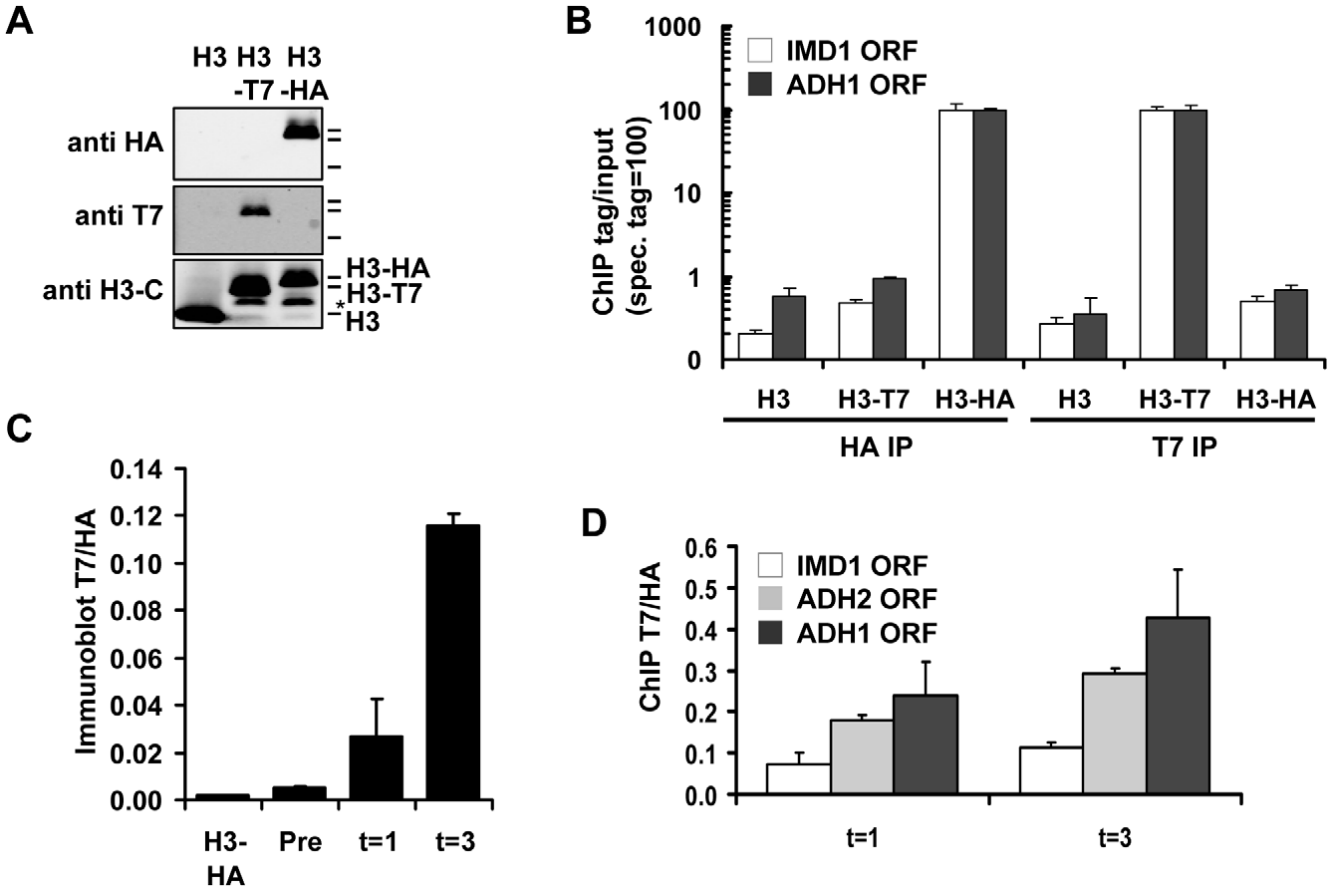
Measuring histone turnover by ChIP and immunoblot. (A) Immunoblot of strains constitutively expressing either untagged, T7- or HA-tagged H3 (strains NKI2176/NKI2300/NKI2301). Asterisk indicates an H3 degradation band. (B) ChIP of H3-HA or H3-T7 from chromatin of strains in panel A. Relative binding (binding of the antibody to chromatin with the specific tag is set to 100) is shown at two coding regions. (C) Quantification of immunoblot (Figure S2A) of whole-cell extracts of a strain constitutively expressing HA-tagged H3 or a RITE strain in which the HA switched to T7 in G0, measured before (Pre) and one and three days (t = 1 and t = 3) after induction of the switch (strains NKI2301 and NKI2215; average of two biological duplicates +/− S.E.M.). (D) ChIP of new H3-T7 over old H3-HA to determine histone turnover at three coding regions one and three days after induction of the H3-HA→T7 switch in G0 (strain NKI2215).

We introduced the RITE elements into 92 clones of the yeast deletion collection using Synthetic Genetic Array (SGA) analysis [44] (Figure 1). The deletions in this library represented genes known or suspected to be involved in epigenetic processes and a set of non-chromatin genes (Table S1). The clones of this new library of RITE deletion mutants were first grown separately in liquid cultures, then pooled, and subsequently arrested by starvation (Figure 3A and Figure S1). Recombination was induced to switch the epitope tags and chromatin samples were taken before and one and three days after induction of the tag switch. We previously found that yeast cells arrested by starvation (which we here refer to as G0) undergo replication-independent turnover of chromatin-bound histones [7]. In addition, we found a substantial amount of new bulk histone synthesis during three days of starvation by immunoblot analysis and ChIP (Figure 2C-2D and Figure S2). Arresting cells by starvation allows for efficient switching of the epitope tags by the induced Cre recombinase. Moreover, replication-dependent histone deposition and cell-cycle or growth rate differences between different mutants are eliminated. To measure histone turnover ChIP was performed on old (H3-HA) and new (H3-T7) histone H3. The barcode regions in the bound DNA were amplified using common primer sequences and adapters to allow parallel sequencing on the Illumina platform. Four base pair index tags were introduced in each sample to allow multiplex analysis (Figure S1). After digital barcode counting (see Materials and Methods) the relative ratio of new/old H3 was calculated as a value for replication-independent histone turnover in the pool of gene deletion mutants for each UpTag and DownTag barcode and for each of two time points after induction of the tag-switch (Figure 1, Figure 3A).

**Figure 3:**
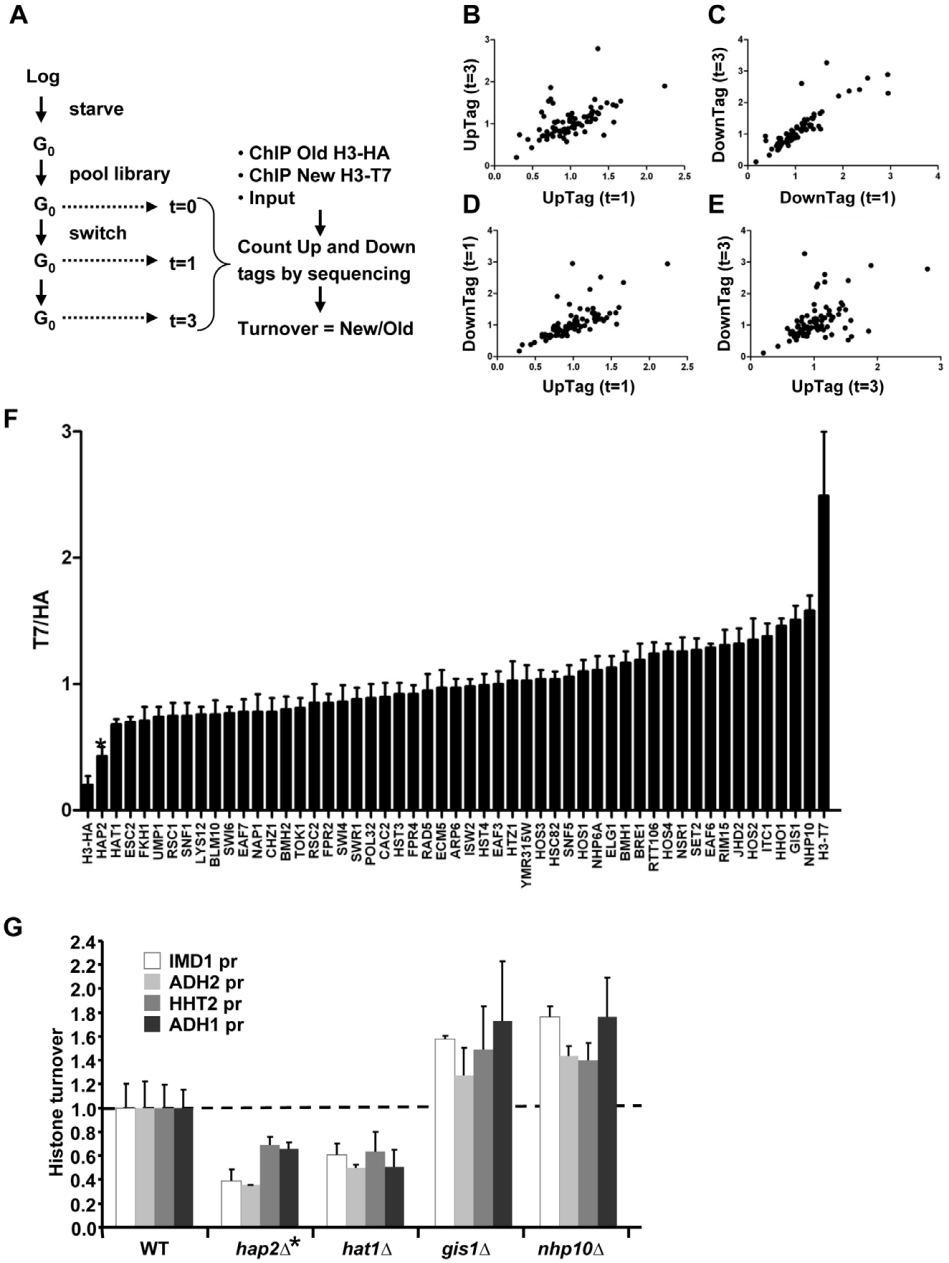
Epi-ID can identify histone turnover mutants. (A) Scheme of experimental set-up. (B–E) Comparison of new/old H3 ratios (T7/HA) of UpTags and DownTags and at two time points (one day; t = 1d, and 3 days; t = 3d), with Pearson correlations of 0.57, 0.87, 0.71, 0.52 for panels B–E, respectively. (F) Deletion mutants with low variation in histone turnover between UpTag and DownTag barcodes and between two different time points (SD<0.17) were included for further analysis (see Materials and Methods). The T7/HA ratios of mutants are individually plotted, showing HA and T7 control strains as a reference. Error bars show variation (SD) between four samples. (G) Confirmation of two individual mutants of each of the extreme ends of the bar plot in panel F at four independent promoter regions (*IMD1*, *ADH2*, *HHT2, ADH1*) unrelated to the barcoded regions. These four loci show different transcription levels and different turnover levels in wild-type cells [7] (and see Figure S2). The mutants are derived from the histone turnover library and are isogenic to NKI4128. Turnover in the mutants (ChIP signals of T7/HA at t = 3d are plotted relative to WT for each locus (WT is set to 1). The *hap2Δ* clone (*) caused low signals due to a recombination defect and was eliminated from further analysis.

### Validation of Epi-ID and candidate mutants

We performed three analyses to test the validity of the concept of Epi-ID. First, we verified that the independent measurements of the two time points (day 1 and 3) showed similar trends (Figure 3B–3C). Second, we compared UpTags with DownTags (U and D). The overall correlation between UpTag and DownTag barcodes suggests that position effects are not a major confounder in this assay (Figure 3D–3E; but also see Discussion). The few clones that did not correlate well between different time points or between UpTag and DownTag barcodes were eliminated from further analysis (see below). Third, the barcodes of the SIR3 and SIR4 deletion mutants (which do not mate and cannot be used for genetic crosses such as SGA), were integrated in the genome of strains constitutively expressing only H3–HA or only H3-T7. These clones were combined with the RITE library pool as internal negative and positive controls, respectively. The two control strains could be separated from each other at all three time points, both at the UpTag and DownTag barcodes. They also provided an indication of the dynamic range of the turnover measurements in this assay. For further analysis, clones for which severe growth defects were observed after the tag switch (and after release of the arrest by re-feeding) were excluded to eliminate mutants in which the new H3-T7 tagged histone may not be fully functional or causes tag-specific rather than true turnover effects (see Materials and Methods). Only those clones were included that showed low variation between the two time points and between UpTag and DownTag. The two control strains are shown as a reference (Figure 3F).

Of the resulting set of deletion mutants that passed the selection criteria, two clones with the lowest and two clones with the highest turnover signal were selected to examine whether the mutants affected turnover at loci independent of the barcode sequences. Each clone was grown individually and arrested by starvation. After induction of the epitope tag switch histone turnover was examined by ChIP-qPCR at four independent loci unrelated to the barcoded region analyzed in the parallel screen (promoter regions of *IMD1*, *ADH2*, *HHT2*, and *ADH1*) (Figure 3G). The changes in histone turnover at these four loci was similar to the changes measured at the barcodes, confirming that the chromatin changes of the barcodes reflected overall changes in the genome (Figure 3G). Nhp10 and Gis1 were found to be negative regulators of histone turnover. Hat1 positively regulated histone turnover. For every turnover experiment, the efficiency of the tag switch (percent of cells that had undergone a Cre-mediated recombination event) was determined (Table S2). By a colony plating assay we noticed that cells lacking *HAP2* showed very poor Cre-mediated recombination, which was most likely the cause of the low ratio of new/old H3 in this clone (Figure S3). This clone was excluded from further analysis. Given the high conservation of Hat1 and its known activity towards new histones, we focused our further studies on Hat1.

### The role of Hat1 in histone turnover

The histone acetyltransferase Hat1 together with the histone chaperone Hat2 forms the evolutionary conserved HAT-B complex that acetylates soluble histones. The functional consequences of Hat1's activity are not well understood. Hat1 plays a role in gene silencing [19] and DNA repair [14], suggesting that it affects chromatin structure. However, many of these phenotypes require additional mutations in the N-terminal tail of histone H3 and how chromatin is affected by Hat1 is not known. Our findings provide direct evidence that the Hat1 protein is important for efficient histone turnover *in vivo* (Figure 3F-3G). We first examined the role of Hat1's enzymatic activity. A strain containing a catalytically compromised (but not completely inactive) Hat1 protein (*HAT1-E255Q*) [19] showed a decrease in histone turnover similar to a *hat1Δ* strain (Figure 4A), suggesting that the acetyltransferase activity is important for efficient histone turnover. Hat1's primary known targets are lysines 5 and 12 of histone H4 (H4K5 and H4K12). Mutating the target lysines to arginine (H4K5,12R) did not substantially affect histone H3 turnover, whereas alanine or glutamine mutants (H4K5,12A and H4K5,12Q) showed enhanced turnover of histone H3 at most loci tested (Figure 4B and Figure S4). Arginine and lysine both contain a long hydrophobic side chain and a positive charge. Therefore, arginine might mimic the constitutively unacetylated (positively charged) state of lysine. Our results suggest that loss of the positive charge of H4K5,12 by acetylation is not sufficient to explain the role of Hat1 in histone turnover. However, changing the positively charged residues to neutral amino acids enhanced turnover. These results suggest that H4K5/K12 play a role in histone turnover but that loss of acetylation of these sites is not sufficient to cause a histone turnover defect.

**Figure 4:**
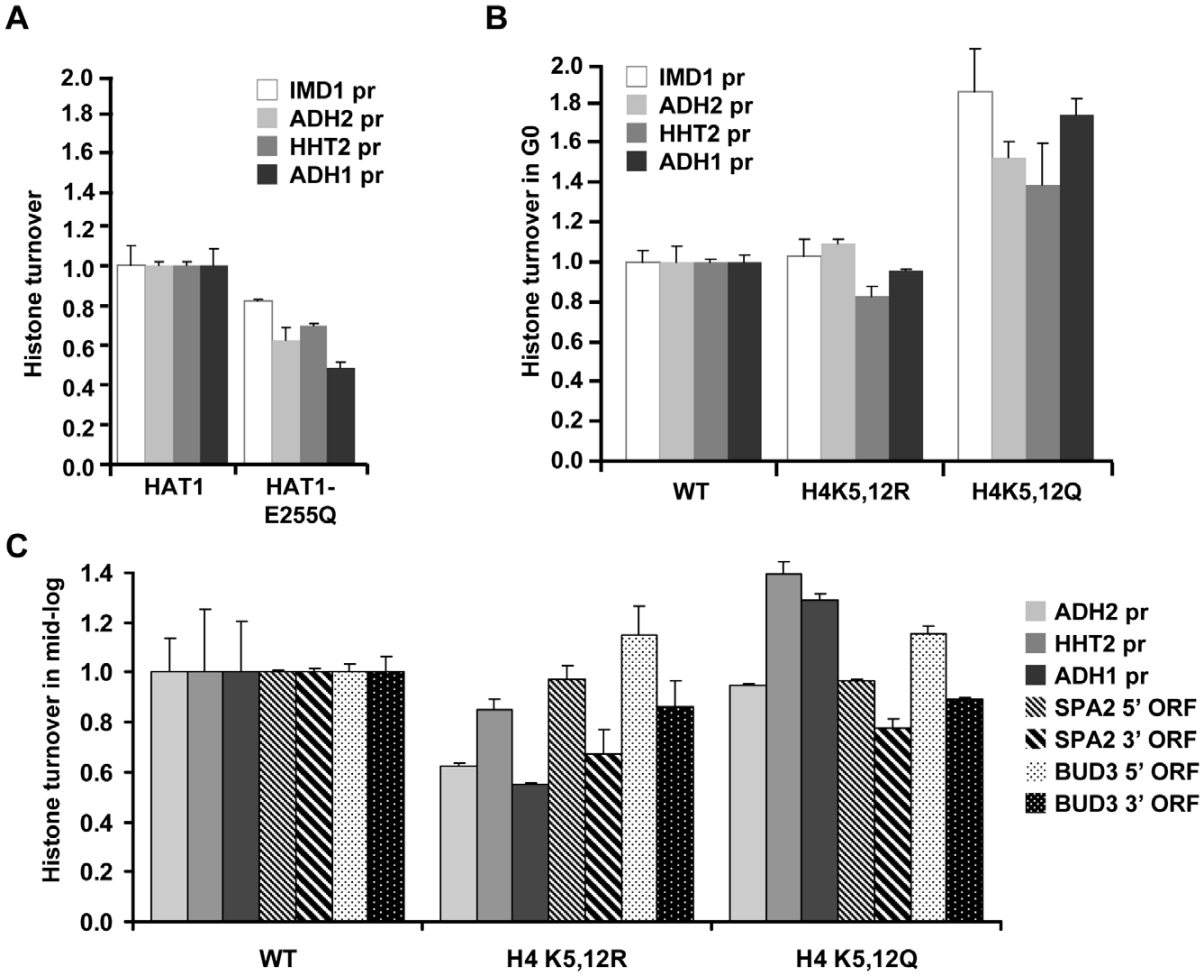
Role of Hat1 activity and localization in histone turnover. (A) Histone turnover (new/old H3, t = 3d G0, relative to WT) was determined in a strain expressing a catalytically compromised Hat1 protein (Hat1-E255Q; strains NKI4174/NKI4175). (B) Histone H3 turnover (new/old, t = 3d G0, relative to WT) was determined in strains expressing mutant histone H4 proteins in which lysines 5 and 12 were mutated to either arginine (H4K5/12R) or glutamine (H4K5/12Q; strains NKI2148/NKI2193/NKI2194). (C) Histone H3 turnover was determined in switched cells released from the starvation arrest by re-feeding and subsequently arrested for 5 h in G2/M as described in [7] by addition of nocodazole (new/old H3, relative to WT, in promoters and coding regions; strains as in panel B).

Several lines of evidence suggest that H4K5 and H4K12 have evolutionary conserved roles in replication-dependent chromatin assembly [13], [26], [45]–[49] or nuclear import of histone H4 [50], [51]. However, in yeast, mutation of these lysines does not lead to growth defects and no changes in global chromatin organization have been observed [51]–[53]. To investigate the role of H4K5,12 in replicating cells we performed the tag switch in starved cells, released the switched population into fresh media, and then measured histone turnover in cells arrested in G2/M after one round of replication (monitored by FACS analysis). Cells expressing H4K5,12Q showed increased turnover at two of the three promoter regions analyzed, whereas cells expressing H4K5,12R showed decreased histone turnover (Figure 4C). In contrast, in two long coding sequences, the two H4K5,12 mutants affected turnover in a similar manner. In both H4K5,12 mutants turnover at the 3′ end was reduced relative to turnover at 5′ regions (Figure 4C). This is consistent with results we obtained previously with the H4K5,12R mutant in replicating cells and may indicate a role of these residues in 3′ to 5′ retrograde movement of old histones by passage of RNA Polymerase II [54].

### All members of the NuB4 complex promote histone turnover

Hat1 in yeast and other organisms was initially identified as a cytoplasmic histone acetyltransferase [13], [14]. More recently, Hat1 was also found to be (predominantly) localized in the nucleus [14], [19], [26], [49], [55]. To investigate whether the role of Hat1 in histone turnover is mediated by a cytoplasmic or nuclear activity, we next examined the consequences of fusion of Hat1 to a nuclear export signal (Hat1-NES), which excludes Hat1 from the nucleus [19]. The NES fusion resulted in a modest decrease of histone turnover (Figure 5A), indicating that the cytoplasmic activity of Hat1 is not sufficient for Hat1's function in histone turnover and that at least part of Hat1's effect on histone turnover is mediated by a nuclear activity. To further investigate whether Hat1's role in histone turnover is indeed linked to its nuclear location, we analyzed the nuclear binding partners of Hat1. In the nucleus the members of the HAT-B complex, Hat1 and Hat2, interact with Hif1 (Hat1 Interacting Factor-1) and form the nuclear NuB4 complex [49], [55]. Hif1 belongs to the evolutionary conserved family of SHNi-TPR family of histone chaperones, which also includes Hs_NASP, Xl_N1/N2 and Sp_Sim3 [26], [56]. To examine the role of the NuB4 complex in histone turnover, we deleted Hif1 and compared this to independent deletions of Hat1 and Hat2. In this strain background, deletion of Hat1 by homologous recombination (which was confirmed by standard PCR analysis and by microarray analysis [e.g. see Figure S9]) did not affect histone turnover as much as in the mutant derived from the genetic cross with the yeast deletion collection or the catalytic mutant. 

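The probe of HAT1, which encodes the catalytic subunit of the NuB4 complex, was lower in both G0 strains without the gene. Compared with the 2 arrays of the G0 wild type, HAT1 fell by 2.02 on the log2 scale in hat1Δ (n = 2 arrays) and by 2.18 in hat1Δhif1Δ (n = 2). Relative to the common reference RNA, HAT1 lay between -3.12 and -2.65 on the 4 arrays of the strains without it and between -1.21 and -0.71 on the 12 other G0 arrays, so that the ranges were separate. On 3 of the 4 arrays without the gene the probe was still above background.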

The cause of this difference is unknown, but may involve differences in the genetic strain backgrounds.. However, cells lacking Hat2 or Hif1 showed reduced histone turnover, supporting the idea that the nuclear NuB4 complex plays a role in histone turnover (Figure 5B). To genetically test whether Hif1 and Hat-B affect turnover by means of a common pathway or protein complex (NuB4), we generated double mutant strains for epistasis analysis. Previous studies have shown that Hat2 is a central component of the NuB4 complex; deletion of *HAT2* disrupts the nuclear localization of Hat1 and interactions between Hif1, Hat1, and histones [19], [49], [55]. Unexpectedly, deleting either *HAT1* or *HAT2* in combination with *HIF1* resulted in a more severe decrease in histone turnover than in either one of the single mutants, suggesting that Hif1 and Hat1/Hat2 act at least in part by independent mechanisms (Figure 5C).

**Figure 5:**
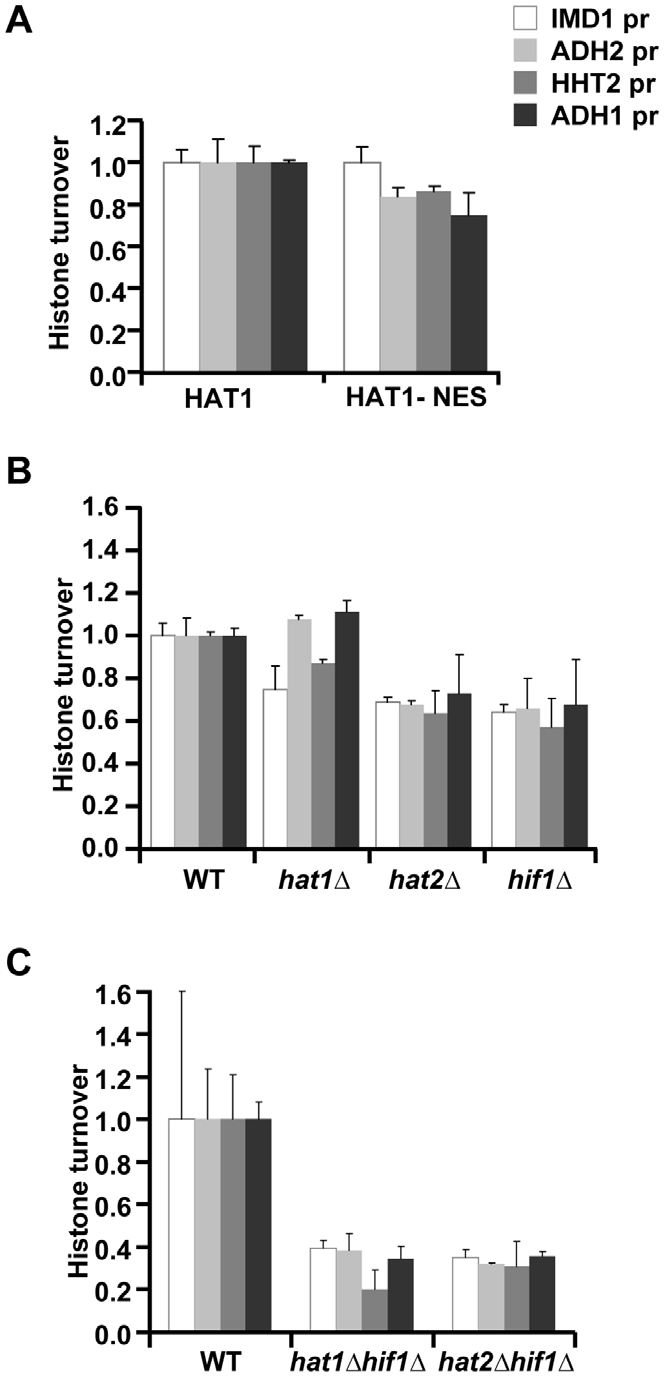
Role of the NuB4 complex in histone turnover. (A) Histone turnover (t = 3d, new/old, relative to WT) in strains in which Hat1 is predominantly maintained in the cytoplasm by fusion to a nuclear export signal (Hat1-NES). The standard error shows the spread of biological duplicates (strains NKI4176/NKI4177). (B) Histone turnover (t = 3d, new/old, relative to WT) was determined in single mutants of the three members of the NuB4 complex (strains NKI2148/NKI2191/NKI2192/NKI2187) and (C) for double mutants of *hat1Δ* and *hat2Δ* with *hif1Δ* (strains NKI4169/NKI4170). Error bars show the spread of two biological duplicates.

Histone turnover is strongly correlated with and induced by transcription by RNA Polymerase II [4]–[7] (and Figure S2). To investigate whether the observed G0 histone turnover defects in mutants of the NuB4 complex were caused by transcription defects we performed expression profiling and measured RNA Polymerase II occupancy. 

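Expression in G0 was measured on 16 dual-channel arrays of 70-mer oligonucleotides, 2 arrays for each of 8 H3-RITE strains. These were the wild type, hat1Δ, hat2Δ, hif1Δ, hat1Δhif1Δ, hat2Δhif1Δ and the histone H4 mutants H4K5,12Q and H4K5,12R, all starved for 3 days. Each array compared the RNA of 1 strain with a common wild-type reference RNA, which carried Cy5 on replicate a and Cy3 on replicate b. The strains keep a single gene for H3 (HHT2) and a single gene for H4 (HHF2), so changes at the probes of the second copies are not reported for them. The paper profiled each mutant 4 times from 2 cultures. The labels do not state which culture an array holds, so each array was taken as 1 culture, and all p-values measure the spread between these arrays, which may be technical.
The deleted genes served to check the labels. HAT2 was lower by a log2 change of -1.98 in hat2Δ and -1.95 in hat2Δhif1Δ. HIF1 changed by -1.75 in hif1Δ and -2.29 in hat1Δhif1Δ, both at an adjusted p under 0.05, and was at -1.84 in hat2Δhif1Δ, where its adjusted p lay just above 0.05. In the channel of the strain, the ratio of median foreground to median local background ranged from 5.34 to 12.0 over the G0 arrays (median 8.75). In the same channel 96.9% to 99.5% of the probes were more than 2 SDs above background. The ratio in the reference channel was lowest on hif1Δ replicate b, at 3.90. Across the 6388 yeast probes, which are not independent replicates, the log2 ratios of the 2 arrays of a strain correlated at 0.96 to 0.98.
The deposited scanner values are spot and background intensities without correction. The authors normalized them within each array, for which the submitters' processing notes name an earlier version of limma. Here the intensities were corrected with normexp (offset 50), normalized by loess within each array with control spots at weight 0, averaged over the 2 spots of a probe and turned to strain over reference. Each mutant was compared with the wild type in limma 3.58.1, in 1 fit of the 16 arrays with a dye effect for each gene, which is also the replicate letter. All 7 mutants share the same 2 wild-type arrays, so that chance values of the wild type enter every comparison. The arrays of hat1Δhif1Δ, hat2Δhif1Δ and the H4 mutants gave signal at the spot of ATG33, and those of the other G0 strains did not. This held also for the common reference RNA. For these mutants a change against the wild type cannot be told apart from a difference between the array sets. In simulated data for H4K5,12Q against the wild type, 34 of 50 probes changed by 0.5 and 45 of 50 changed by 1 on the log2 scale were called, with 4 false calls among 6188 unchanged probes. For probes drawn at random, the number of arrays therefore limits what can be seen below a log2 change of about 0.5. A probe with a larger spread needs a larger change.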

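ADH2 and ADH1 encode alcohol dehydrogenases, and BUD3 and SPA2 encode proteins of bud site selection and polarized growth. Over the 5 NuB4 mutants and the H4K5,12 mutants in G0, ADH2 lay between -0.02 and 0.72 on the log2 scale relative to the wild type (2 arrays per strain). ADH1 ranged from -0.11 to 0.51 and SPA2 from -0.09 to 0.43, and the values of BUD3, between -0.14 and 0.02, were the nearest to 0. The highest value, 0.72 for ADH2 in H4K5,12Q (SE 0.24), had an adjusted p of 0.176, and ADH2 was at 0.39 in H4K5,12R. For ADH1 the highest value was in hat2Δhif1Δ (SE 0.25, adjusted p = 0.488) and for SPA2 in hat1Δhif1Δ (adjusted p = 0.335). With such SEs, changes of this size at ADH2 and ADH1 were not excluded. Together with the histone genes HHT2 and HHF2, which were also among the loci studied, these genes gave 42 values, 26 of them above 0. None of the 42 passed an adjusted p of 0.05 in limma, and the list of these loci was not called as a set in any of the 14 comparisons tested with camera (lowest adjusted p = 0.0559). With normalization by print-tip loess ADH2 was at -0.15 in H4K5,12Q and -0.03 in H4K5,12R, so the direction for this gene was not settled. IMD1 is not named on the array and was not measured. RNA Polymerase II occupancy was not analysed here.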

In mutant cells arrested in G0, no significant changes were found in the expression of the target genes analyzed in the turnover experiments when compared to wild-type cells (Figure 6A–6B). In addition, no significant changes (fold change >1.7, p<0.01) were found in the expression of the single H3 and H4 genes, with the exception of the H4K5,12 mutants, which showed a slight upregulation of the histone H3 gene. Thus, in G0 cells, reduced histone H3 turnover was not caused by reduced expression of (new) histones or by reduced expression of the loci at which histone turnover was measured. 

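HHT2, the single H3 gene of these strains, was higher in H4K5,12Q than in the wild type by a log2 change of 0.56 (SE 0.12, n = 2 arrays per strain), a 1.48-fold difference, but the difference did not pass the test (adjusted p = 0.0762). In H4K5,12R HHT2 was at 0.41 (SE 0.12, 1.33-fold, adjusted p = 0.104). HHF2, the single H4 gene, was at 0.17 and 0.28 in the H4 mutants (adjusted p = 0.591 and 0.309). In the 5 NuB4 mutants HHT2 lay between -0.07 and 0.15 and HHF2 between 0.16 and 0.31, with the lowest adjusted p at 0.475. No value of HHT2 or HHF2 reached the 1.7-fold change. Because the H4 mutants and the wild type lie in array sets that differ at the ATG33 spot, strain and set cannot be told apart. When adjusted over the list alone, 3 H3/H4 probes passed in H4K5,12Q and 2 in H4K5,12R, but this list includes probes of the copies that the RITE strains do not keep. As a set the H3/H4 genes gave an adjusted p = 0.742 with an estimated correlation in H4K5,12Q and 0.822 in H4K5,12R.
The call for HHT2 depended on the processing. From the authors' normalized ratios it had adjusted p-values of 0.0367 in H4K5,12Q and 0.0303 in H4K5,12R, and it also passed in both H4 mutants with all 36 arrays in 1 fit. Both settings called more probes in all, with 155 and 439 from the authors' ratios against 38 and 207 in the fit used here. For HHF2 the authors' normalized ratios gave the opposite sign, -0.13 and -0.10. From the absence of reduced expression of the H3 and H4 genes and of the loci studied, the paper concludes that the lower H3 turnover in G0 did not come from reduced expression.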

To compare transcriptional changes in the NuB4 mutants to other mutants, we also performed microarray analyses of NuB4 mutants made in the genetic background of the yeast deletion collection. These mutants were grown under standard mid-log conditions [57], [58]. 

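Mid-log expression of the NuB4 mutants was measured on 14 dual-channel arrays, 2 for each of 7 deletion strains of the BY4742 background. These were hat1Δ, hat2Δ, hif1Δ, the double mutants hat1Δhat2Δ, hat1Δhif1Δ and hat2Δhif1Δ, and hat1Δhat2Δhif1Δ, all grown with 2% glucose. The paper set each mutant against 200 wild-type cultures, whose arrays were not used here. The common wild-type reference RNA was therefore the control, as 1 control sample, and a ratio against it leaves out the spread of the control itself. To remove the reference, strains that differ by 1 deletion were also compared on the same background, 6 arrays with the deletion against 6 without. For HIF1 the backgrounds were hat1Δ, hat2Δ and hat1Δhat2Δ, and those for HAT1 and HAT2 were chosen in the same way.
In the strains without HAT2 its probe lay between -2.52 and -2.24 relative to the reference, against 0.02 to 0.13 in the others. HIF1 lay between -2.66 and -1.91 without the gene and 0.13 to 0.21 with it. HAT1 lay between -3.33 and -2.23 without the gene and between 0.03 and 0.16 with it. In the mutant channel foreground over background was 5.45 to 10.3 (median 6.79), and 94.6% to 98.9% of the probes were above background. Replicate arrays correlated at 0.68 to 0.82 across probes, lower than in G0, where the ratios to the reference are larger. The intensities were processed as for G0, in a separate fit. In simulated data for the HIF1 comparison, 50 of 50 probes changed by 0.25 were called, with 7 false calls among 6188 unchanged probes. For hif1Δ against the reference 43 of 50 were called at this size.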

We note that under these conditions the members of the NuB4 complex play the same role in histone turnover as in G0 (Figure S5). In general, no significant transcriptional changes were found in any of the NuB4 mutants compared to WT (fold change >1.7, p<0.01) in mid-log cultures. However, when examined in more detail, the expression profiles of mutants that contain a deletion of *HIF1* and to a lesser extent *HAT2*, showed upregulation of the genes encoding histone H3 and H4 in mid-log cultures (Figure 6C). 

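Relative to the reference RNA, NCE103, which encodes carbonic anhydrase, was higher in each of the 7 mutants, by a log2 change of 1.28 to 1.58 (SE 0.06, n = 2 arrays per strain). PYC1, encoding pyruvate carboxylase, was higher by 0.91 to 1.22 (SE 0.05), and the stress gene HSP12 by 0.93 to 1.49 (SE 0.11). These are differences from the reference and not changes of the mutants. With the wild-type level of the authors' deposited table taken off, a setting chosen after seeing the data, NCE103 and PYC1 were below 0 in 6 of the 7 mutants and HSP12 in 4. The phosphate transporter gene PHO84 was lower in hat1Δhat2Δ (-1.27), hat1Δhif1Δ (-1.21) and hat1Δhat2Δhif1Δ (-1.57, SE 0.18). At the threshold of the paper, a fold change above 1.7 and p under 0.01, applied here to the adjusted p of limma, the counts of probes were 14 in hat1Δ, 13 in hat2Δ, 23 in hif1Δ, 26 in hat1Δhat2Δ, 21 in hat1Δhif1Δ, 17 in hat2Δhif1Δ and 24 in hat1Δhat2Δhif1Δ. Without the deleted genes these counts were 13, 12, 22, 24, 19, 15 and 21. At an adjusted p under 0.05 and no limit on the fold, between 1380 and 1610 probes were higher and between 1301 and 1553 were lower in a mutant, most of them by less than 1.7-fold. With the wild-type level taken off, the probes at this adjusted p were 460 in hat1Δ, 1501 in hat2Δ, 1118 in hif1Δ, 1244 in hat1Δhat2Δ, 1628 in hat1Δhif1Δ, 1172 in hat2Δhif1Δ and 1665 in hat1Δhat2Δhif1Δ. The 7 comparisons share the reference RNA, so that a probe that differs between the reference and any wild-type culture is counted in each of them. Leaving out replicate a of hat2Δhif1Δ raised its count from 17 to 28.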

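In mid-log cultures the probes of both H3 and both H4 genes were higher in strains without HIF1 than in matched strains with it. Compared on the same backgrounds (6 arrays with the deletion, 6 without), HHT2 rose by a log2 change of 0.27 (SE 0.03, adjusted p = 0.0035 from limma) and HHF2 by 0.25 (SE 0.04, adjusted p = 0.0139). HHT1 rose by 0.24 (adjusted p = 0.0142) and HHF1 by 0.19 (adjusted p = 0.0072). The H2A and H2B genes HTB1 (0.18), HTA1 (0.16) and HTB2 (0.16) rose as well, while HTA2, at 0.15, did not pass (adjusted p = 0.0592). The copies of each histone gene encode the same or nearly the same protein, and their probes may share signal. The G0 strains lack HHT1 and HHF1. Both probes were still above background there, on 6 of 6 arrays with the HIF1 deletion and 6 of 6 without. Their signal therefore does not come from their own gene alone, and the histone probes are not separate observations.
All 4 H3/H4 genes were higher, also when adjusted over the list alone (adjusted p = 0.0383 with an estimated correlation), and 3 of 4 H2A/H2B genes were higher, with 4 when adjusted over the list alone (adjusted p = 0.0391 with an estimated correlation). In all, 13 probes were higher and 8 were lower, HIF1 itself at -2.25 among the latter. Of the higher probes 2, neither of them a histone gene, passed a 1.7-fold change at an adjusted p under 0.01. Of 32 genes of oxidative phosphorylation only COX4 rose (0.15), against 22 when adjusted over the list alone, and the median of this list was 0.09 (adjusted p = 0.0426 with an estimated correlation). Of the 4 alpha-specific genes none passed over all probes and 3 were lower when adjusted over the list alone (median -0.14, adjusted p = 0.0391 with an estimated correlation). MET6, which encodes methionine synthase, fell by 0.18, FAR1, which acts in pheromone arrest, by 0.13, and the nuclear import receptor genes SXM1, KAP120 and PSE1 by 0.14, 0.13 and 0.12. PUP1, a proteasome subunit gene, rose by 0.12 and AIM13 by 0.14.
Averaged over the 4 H3/H4 genes of each array, the difference with HIF1 deletion was 0.236 ± 0.0992 (SD) over the 6 matched pairs of arrays, positive in 6 of 6. By background it was 0.36 in hat1Δ, 0.19 in hat2Δ and 0.16 in hat1Δhat2Δ. The exact two-sided sign-flip permutation test gave p = 0.0313, the smallest p that its 64 arrangements allow, and 0.0938 after Benjamini-Hochberg adjustment over the 3 deletions. Permutation within backgrounds, without the pairing by replicate, gave an adjusted p of 0.0278. For HAT2 deletion the difference was 0.0849 ± 0.0985 (SD, 5 of 6 pairs positive, exact permutation p = 0.0938, adjusted p = 0.141), with 0.20 in hat1Δ, 0.06 in hif1Δ and -0.00029 in hat1Δhif1Δ. Single H3/H4 genes were at 0.08 to 0.09 with HAT2 deletion, where HAT2 itself was the 1 probe that passed over all probes in limma (294 at an unadjusted p under 0.05). All 4 passed when adjusted over the list alone (adjusted p = 0.104 with an estimated correlation), as did 2 of the H2A/H2B genes (adjusted p = 0.176 with an estimated correlation). The difference between HIF1 and HAT2 deletion was 0.147 ± 0.0593 (SD, positive in 4 of 4 pairs, exact permutation p = 0.125, the smallest that 4 pairs allow).

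**Figure D1:**
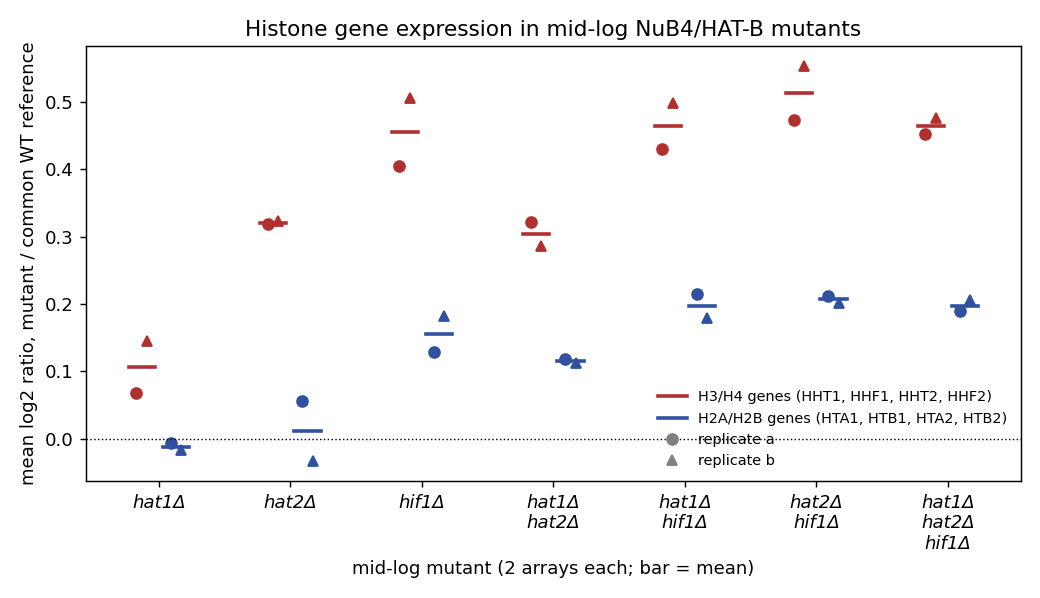
Mean log2 ratio to the common reference of the 4 H3/H4 genes and of the 4 H2A/H2B genes on each mid-log array, by strain. Points are single arrays (circle, replicate a; triangle, replicate b) and bars are the means of the 2 arrays. The H3/H4 means were 0.11 in hat1Δ, 0.32 in hat2Δ, 0.30 in hat1Δhat2Δ and 0.45 to 0.51 in the 4 strains without HIF1.

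The number of probes called depended on the scaling and on single arrays. Median centring of the arrays called 257 higher and 696 lower, a fit with no replicate block called 4 in all, and leaving out 1 array gave 4 (hat2Δ replicate b) to 115 (hat2Δhif1Δ replicate b). The paper reasons that regulation of histone gene expression seems to be shared by nucleosome assembly factors, and takes the upregulation as further support for a link between the NuB4 complex and histone turnover.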

Regulation of histone gene expression seems to be a common property of nucleosome assembly factors [27], [59], providing further support for a link between the NuB4 complex and histone turnover.

**Figure 6:**
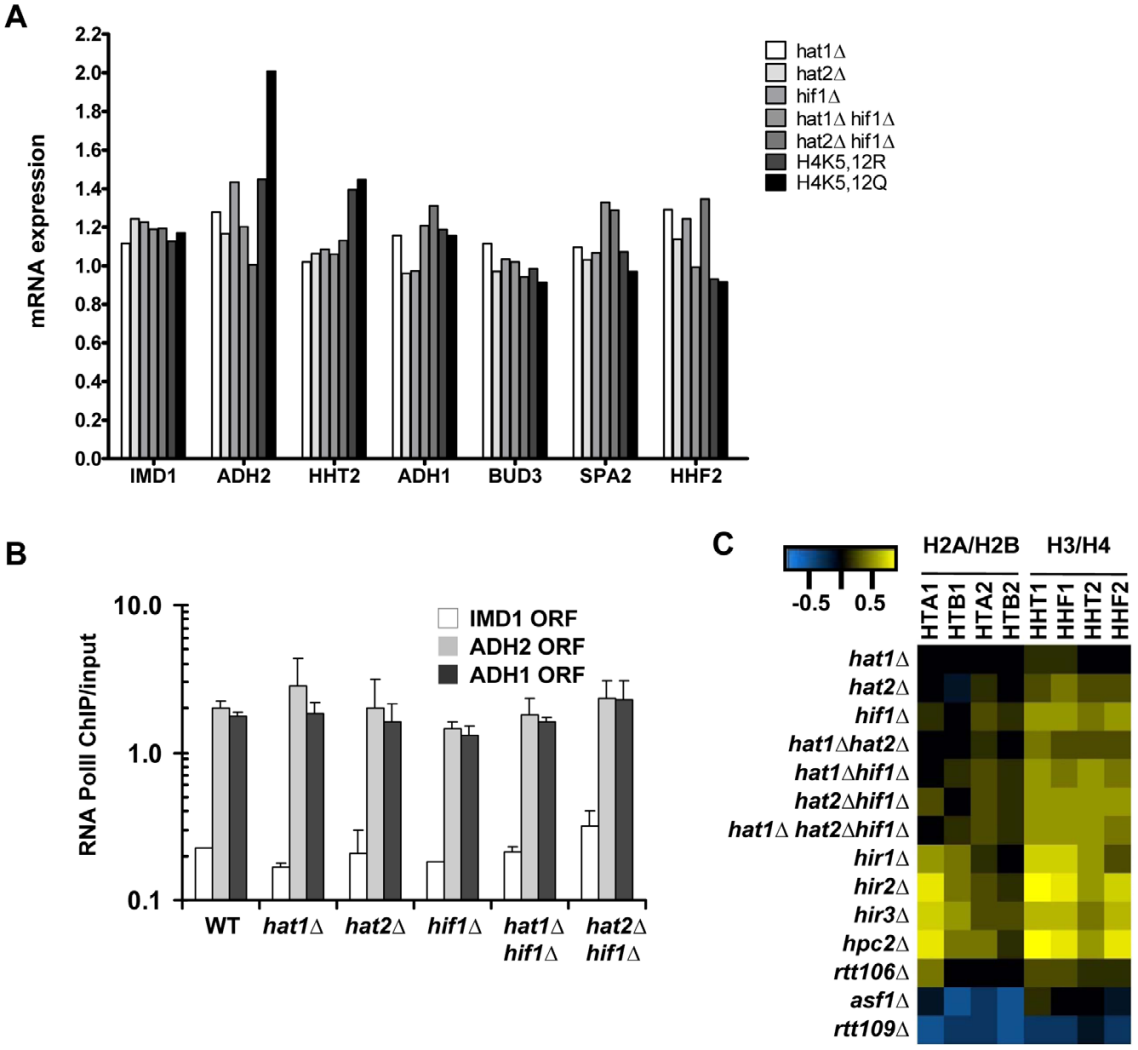
Expression changes in NuB4 mutants. (A) mRNA expression (fold change vs WT) in G0 in NuB4 and H4K5,12 mutant strains measured by microarray analysis (H3-RITE strains NKI2148/NKI2191/NKI2192/2187/NKI4169/NKI4170/NKI2193/NKI2194). (B) Transcriptional changes measured by RNA Polymerase II occupancy (ChIP) in NuB4 mutant strains (see panel A) in G0. (C) Heat map of expression changes of histone-coding genes in different histone chaperone deletion mutants (Log2) in mid-log cultures (non-RITE strains derived from BY4742). Blue indicates downregulation, yellow upregulation.

Biochemical studies suggest that the NuB4 complex interacts with Asf1, which led to the suggestion that NuB4 might hand over newly synthesized histones to Asf1 for subsequent transfer to nucleosome assembly factors [25], [26], [60]. However, the histone genes clearly respond differently to deletion of *ASF1* than to deletion of genes encoding members of the NuB4 complex [27], [59] (Figure 6C), suggesting a more complex relationship. Unfortunately, we could not test the genetic relationship between Asf1 and Hat1 because deletion of Asf1 in the strain background used for the RITE assay is lethal, similar to what has been reported previously [61]. To investigate the connection between Hat1 and Asf1 by alternative means, we used RITE as a genetic pulse-chase tool to examine the nature of the histone molecules bound to each protein. Rather than indirectly inferring the origin of the histones (new or chromatin derived) from the pattern of post-translational modifications, the epitope tag-switch pulse-chase allows for a direct distinction between resident and newly synthesized histones. In cells that had recently undergone a tag switch on H3 and therefore contained a mix of new and old histone H3, affinity purified Hat1 bound both new and old histones with a preference for new histones (Figure 7A–7B and Figure S6). Asf1 also bound both new and old histones but without a preference for new histones. (Figure 7A–7B and Figure S6). The binding of Hat1 and Asf1 to a different subset of the pool of soluble histones suggests that they affect different steps of chromatin assembly and disassembly.

**Figure 7:**
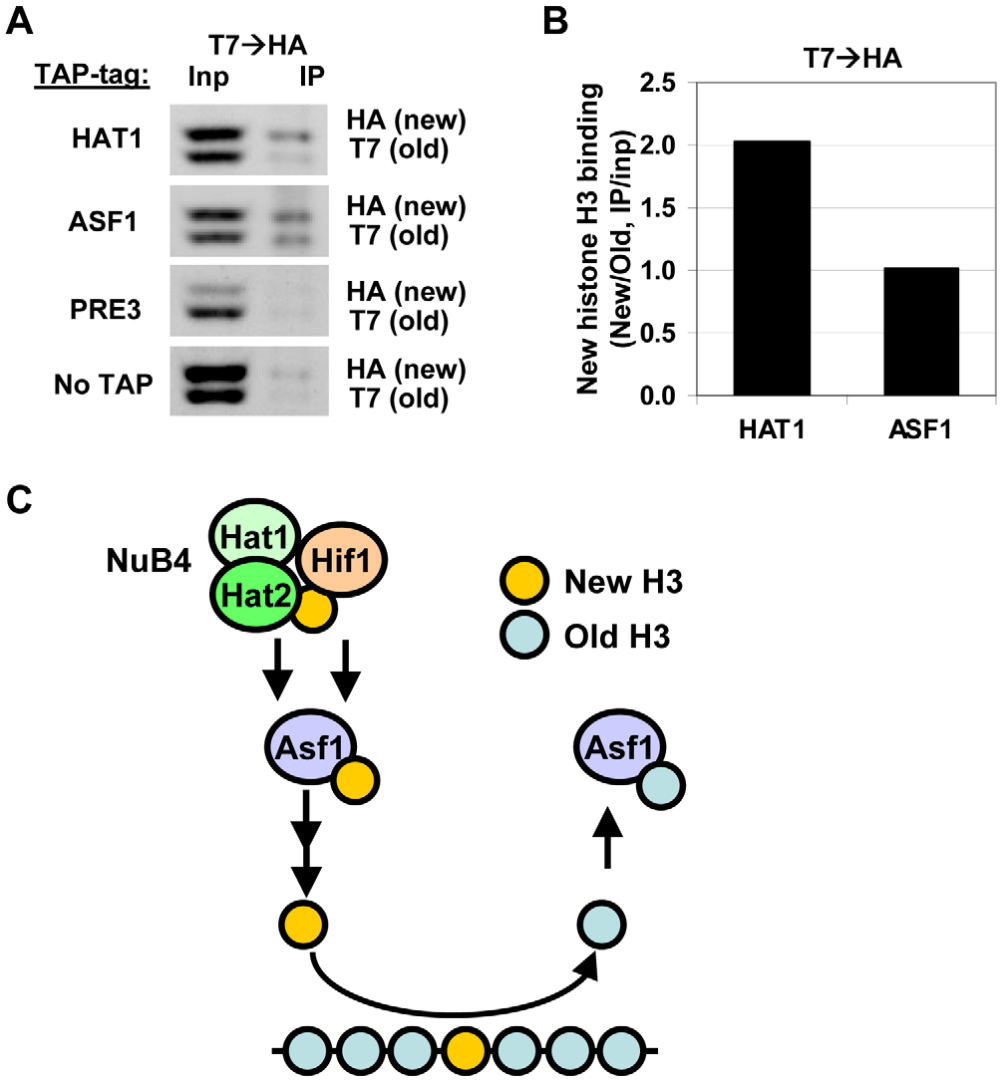
Hat1 and Asf1 bind a different subset of the soluble histone pool. (A) Following a RITE epitope-tag switch (H3-T7H3-HA) in cells arrested by starvation, cells were released in fresh media and harvested four hours later. From these cells, expressing a mix of old (T7) and new (HA) histone H3 proteins, TAP-tagged Hat1 and Asf1 were immunoprecipitated. Bound histone proteins were analyzed by immunoblots against the C-terminus of histone H3. H3-HA and H3-T7 are separated due to a size difference. Tap-tagged Pre3, a proteasome core subunit, and no-TAP strain were used as a negative control (strains NKI4187/NKI4192/NKI4195/NKI4179). (B) Signals were quantified using an Odyssey imaging system. H3 binding efficiencies were calculated by determining the IP signal relative to the input signal, after subtraction of the background signal determined by the Pre3 and NoTap controls. Strains with swapped tags (H3-HA→H3-T7) showed a similar result (Figure S6). (C) Model for pathways of histone turnover. Hat1 predominantly binds new histone H3 (yellow), whereas Asf1 binds to new as well as old (blue) histones. Hif1 and Hat1/Hat2 have non overlapping functions suggesting that they do not solely act via the NuB4 complex. Previous biochemical studies [25], [26] showed that the NuB4 members bind to Asf1 and may transfer new histones to this chaperone for subsequent nucleosome assembly.

## Discussion

Using RITE as a biochemical-genetic pulse-chase tool, we previously observed rapid exchange of histone H3 in chromatin in yeast cells outside S-phase [7]. Similar results have been reported using an inducible pGAL-system to overexpress an ectopic tagged histone H3 copy [4]–[6], [37], [62], [63]. By using RITE, in contrast to the pGAL system, the tagged old and new histone H3 species are expressed by the endogenous H3 promoter from the endogenous chromosomal location [43]. Therefore, the high levels of histone exchange observed with RITE were not caused by misregulation of histone H3 expression. Indeed, qRT-PCR and microarray analyses showed that RITE strains containing tagged H3 express very similar H3 mRNA levels as wild-type cells containing untagged H3 at different phases of the cell cycle [7] (Figure S7). 

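Mid-log RITE strains were profiled on 6 dual-channel arrays, 2 each for the strain with untagged H3, the strain with HA-tagged H3 and the strain with T7-tagged H3, against the common reference RNA. In the channel of the strain foreground over background was 6.02 to 7.56 (median 6.22), and 95.6% to 99.0% of the probes were above background. The 2 arrays of a strain correlated at 0.92 to 0.96 across probes. Each tag was compared with the untagged strain in limma, in 1 fit with the mid-log NuB4 arrays (20 arrays), because 6 arrays alone leave 2 residual degrees of freedom. Both comparisons share the 2 arrays of the untagged strain. In simulated data for HA-tagged H3 against untagged H3, 39 of 50 probes changed by 0.25 were called, with 6 false calls among 6188 unchanged probes.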

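HHT2, the tagged H3 gene, was lower in both tagged strains. Its log2 change was -0.37 in the H3-HA strain (SE 0.06, n = 2 arrays per strain, 0.776-fold, adjusted p = 0.000506 from limma) and -0.25 in the H3-T7 strain (0.840-fold, adjusted p = 0.00697). The H4 gene HHF2 was at -0.17 (adjusted p = 0.110) and 0.08 (adjusted p = 0.421), the latter at -0.17 with median centring. Neither gene reached a 1.7-fold change. ADH1 was higher with both tags, by 0.34 and 0.51. Of the 6 loci of the turnover study on the array, 4 passed an adjusted p of 0.05 in limma with each tag, HHT2 among them.
Of 22 stress response genes 20 were higher in the H3-HA strain and 21 in the H3-T7 strain (21 and 22 when adjusted over the list alone, adjusted p = 0.414 and 0.464 with an estimated correlation). Among them the small heat shock gene HSP26 rose by 2.32 and 2.06 and the HSP70 gene SSA4 by 1.94 with the HA tag. Of 31 ribosome biogenesis genes 22 and 15 were lower and none was higher (25 and 20 lower when adjusted over the list alone, adjusted p = 0.414 and 0.464 with an estimated correlation). Of 14 genes of glucose-repressed metabolism 11 and 10 were higher (adjusted p = 0.270 and 0.257 with an estimated correlation), and of 14 iron uptake genes 9 and 10 were higher and 1 was lower with each tag (adjusted p = 0.270 with an estimated correlation in the H3-HA strain). The cell wall gene HPF1 rose by 2.10 and 2.25 and FIG1, a mating gene, by 1.83 and 1.76. AAD3 and AAD15, members of a family of closely related aryl-alcohol dehydrogenase genes whose probes may share signal, fell by 2.65 and 1.42 with the HA tag.
In all, 1619 probes were higher and 1234 lower in the H3-HA strain, and 1447 were higher and 985 lower in the H3-T7 strain. At a fold change above 1.7 and an adjusted p under 0.01 the counts were 230 and 188. Median centring turned the balance in the H3-T7 strain to 1023 higher and 1181 lower. Without replicate b of the untagged strain 1337 and 1100 probes were called, and a fit with no replicate block called 1730 and 1343.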

Interestingly, although histone mRNAs are cell cycle regulated and peak in S-phase when the demand for new histones is highest [64], [65], histone H3 mRNA expression is still relatively high outside S-phase, providing an explanation for the abundant synthesis of new histones outside S-phase [7]. To investigate the biological function of histone turnover and its consequences for chromatin structure and function, we developed the Epi-ID barcode screen for chromatin regulators and combined it with RITE. In this screen we found that Hat1 and subsequently also the other members of the NuB4 complex positively regulate histone turnover. To our knowledge, our data provide the first evidence that a Type B histone acetyltransferase complex regulates histone assembly *in vivo.* Hat1 was the first histone acetyltransferase identified [13], [66]. It is part of a multi-subunit complex that interacts with histone chaperones and acetylates free histones but is inactive towards nucleosomal histones [14], [26]. The biological significance of these biochemical activities of the Hat1 complexes remained elusive [14] although in genetic tests Hat1 was found to play a role in gene silencing and DNA damage response [14]. However, manifestation of these phenotypes required additional mutations in the N-terminal tail of histone H3 and whether these chromatin-related phenotypes are related to histone deposition defects remained unknown.

The known and conserved substrates of HAT-B/NuB4 are lysines 5 and 12 of histone H4 [14]. Mutation of these residues has revealed functions in histone H4 nuclear import and chromatin assembly [48], [50], [51]. However, H4K5,12 mutants generally show no major growth phenotypes or global changes in chromatin organization [24], [48], [52], [53]. Here we found a positive effect of H4K5,12A and H4K5,12Q mutants on histone turnover in promoters, suggesting that NuB4 may exert its turnover function via H4K5/K12 acetylation. However, H4K5,12R, mimicking the hypo-acetylated state of these lysines, did not cause a turnover defect (Figure 4). One possible explanation of these results is that NuB4 has additional substrates that contribute to its role in histone turnover [67]. We do not know whether other substrate lysines on histones or perhaps non-histone proteins are also involved and play roles redundant with the acetylated histone H4 tail.

The nuclear function for HAT-B in histone turnover (Figure 5) indicates that HAT-B's role in histone metabolism may be more complex than previously anticipated and extends beyond the acetylation of newly synthesized histones. This is in line with observations that Hat1 can be recruited to chromatin at origins of replication and DNA double strand breaks [20], [21] and with the role of members of the NuB4 complex in depositing histones following repair of a DNA double strand break [18]. Unexpectedly, our studies revealed that Hat1 and Hat2 act in parallel with Hif1, and that Hat1 and Asf1 bind a different subset of the soluble histone pool. In previous studies Hat1/Hat2, Hif1, and Asf1 have been shown to bind to each other [26], which led to the suggestion that Asf1 acts downstream of Hat1/Hat2/Hif1 and passes on new histones acetylated on H4K5/K12 (and H3K56) to chromatin assembly factors CAF-I, HIR, and Rtt106 [11], [12]. Our results suggest that Hat1/Hat2, Hif1 and Asf1 act, at least in part, via distinct pathways of chromatin assembly and/or disassembly (Figure 6C and Figure 7). The equal binding of Asf1 to new and old histones suggests that Asf1 may be involved in depositing as well as escorting histones evicted from chromatin (Figure 7C), which is in concordance with the finding that H3K56 acetylation (mediated by Rtt109/Asf1) is a mark of new histones, yet is important for histone eviction and nucleosome destabilization [11], [33]. Indeed, histone chaperones may not exclusively function in chromatin assembly [68]. For example Nap1, which can escort H3/H4 and H2A/H2B and assemble histone octamers into nucleosomes, but may orchestrate this by promoting nucleosome disassembly [33]. Another example is CAF1, which is involved in replication-coupled assembly of new histones into chromatin, yet histone H3 bound to this complex (or to Rtt106 or Asf1) contains methylated H3K79 [30], which is a mark of chromatin-bound histones [69], [70].

What are the functional consequences of altering histone turnover? Histone turnover might affect several aspects of the epigenome, such as nucleosome occupancy, DNA accessibility, or dynamics of histone modifications. No changes in growth or cell cycle progression were observed for single, double, or triple *hat1Δ*, *hat2Δ*, *hif1Δ* mutants (Figure S8) and no significant transcriptional changes were observed (see Figure 6 and Material and Methods). Apparently, slowing down turnover of histone H3 by loss of the NuB4 complex has no profound consequences under these conditions. Deletion of *HAT2* or *HIF1* resulted in a moderate increase in expression of the genes encoding histone H3 and H4 in mid-log cultures (Figure 6C). We expect that this may be a response to the histone turnover defects caused by deletion of Hat2 and Hif1, since deletion of Hat1, which overall has a lower impact on histone turnover, did not affect histone gene expression. It is possible that the phenotypes of the *hat1Δ* strain are relatively weak because of compensation of Hat1's activity by other HATs, such as Gcn5, which acetylates newly synthesized histone H3 [71]. 

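On matched backgrounds the mean difference of the 4 H3/H4 genes with HAT1 deletion was -0.0191 ± 0.0356 (SD, n = 6 pairs of arrays), positive in 2 of 6 pairs (exact sign-flip permutation test, p = 0.25). It was at -0.02 in hat2Δ, 0.01 in hif1Δ and -0.05 in hat2Δhif1Δ, and 0 of the 4 genes passed over all probes in limma, while 1 was lower when adjusted over the list alone (adjusted p = 0.820 with an estimated correlation). HTB2 rose by 0.10 (adjusted p = 0.0365). With median centring the mean over the H3/H4 genes was 0.00117.
Other genes were called with HAT1 deletion, but most calls were lost in the fit with no replicate block. The phosphate transporter gene PHO84 fell by 0.84 (SE 0.15, adjusted p = 0.0173). FIT2, a cell wall protein of iron uptake, fell by 0.41, and ENB1 and ARN2, which encode siderophore transporters, by 0.32 and 0.30. SER3, of serine synthesis, fell by 0.36 and the phospholipid methyltransferase gene OPI3 by 0.30. CHA1, the serine deaminase gene, rose by 0.45 (adjusted p = 0.0052), CIT3 and PDH1, which act in propionate metabolism, by 0.40 and 0.30, and the chitinase gene CTS1 by 0.24. Of 14 iron uptake genes 5 were lower (9 when adjusted over the list alone, adjusted p = 0.220 with an estimated correlation), of 15 sulfur assimilation genes 4 were lower (9, adjusted p = 0.398), of 12 phosphate starvation genes 1 was lower (3, adjusted p = 0.580) and of 4 alpha-specific genes 2 were lower (3, adjusted p = 0.220). None of these lists had a higher member that passed.
Apart from HAT1 itself, at -2.97, no probe passed a 1.7-fold change with an adjusted p under 0.01. PHO84, at -0.84, passed this fold but not this adjusted p. The 148 probes that were higher and 152 that were lower became 41 and 27 with median centring and 11 in all with no replicate block. Leaving out 1 array gave 14 (hat2Δ replicate a) to 843 (hif1Δ replicate a).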

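Of 11 genes of known or putative histone acetyltransferases in G0 (GCN5, ESA1, SAS2, SAS3, RTT109, ELP3, HPA2, HPA3, SPT10, TAF1 and NUT1), none was higher at an adjusted p under 0.05 in any of the 7 mutants compared with the wild type (2 arrays per strain). The highest single value was that of RTT109, which acetylates newly synthesized H3, at 0.41 on the log2 scale in hif1Δ (adjusted p = 0.251), while in hat1Δ NUT1 (0.17) and in H4K5,12R SAS2 (0.11) were the highest. GCN5 lay between -0.03 and 0.10 and HPA3 between -0.0024 and 0.24. ESA1 lay between -0.10 and 0.01, SAS2 between -0.08 and 0.13, SAS3 between -0.11 and 0.05 and ELP3 between -0.16 and 0.01. HPA2 ranged from -0.22 to 0.08, SPT10 from -0.16 to 0.09 and TAF1 from -0.14 to 0.12. NUT1, a Mediator subunit gene, fell by 0.77 in H4K5,12Q (adjusted p = 0.0299) and by 0.66 in H4K5,12R (adjusted p = 0.0244). It was at -0.59 in hif1Δ (adjusted p = 0.106), which lies in the same array set as the wild type. The H4 mutants lie in the other set, where the ATG33 spot gave signal, so strain and set cannot be told apart for them. The 55 values in the 5 NuB4 mutants lay between -0.59 and 0.41, and none passed the test.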

In our microarray analyses, we did not observe significant upregulation of mRNA levels of other (putative) HATs in G0 cultures (Figure S9). Overall, our results indicate that loss of NuB4 function alone has no major consequences for global chromatin organization.

What is the function of histone turnover? Histone turnover leads to turnover of histone modifications and can thereby affect the pattern as well as dynamics of the epigenome. When a chromatin state is controlled by two opposing activities (e.g. modification and demodification by turnover) this could lead to a more rapid establishment a new equilibrium after perturbation of the epigenome, such as during DNA replication or after exposure to stress (e.g. see [72]). Based on models proposed for histone acetylation one could also envision that dynamic turnover (cycles of modification and demodification) rather than the steady state may be relevant for chromatin function [73]. Alternatively, histone turnover could counteract the accumulation of histone modifications that are less susceptible to demodification. For example, methylation of histone H3K79, which accumulates in a non-processive manner on aging histones [72] is enriched in genomic regions that show low histone turnover and retain old histone H3 molecules, suggesting that histone inheritance and dynamics help shape the epigenome [54]. The identification of additional mutants in future screens will help to further deconstruct the pathways of histone turnover and to discover their biological significance.

In the Epi-ID screen we also identified Gis1 and Nhp10 as negative regulators of histone turnover. Gis1 is a zinc-finger transcription factor involved in regulation of stress genes [74] and contains a Jumonji domain, which has been associated with histone demethylase activity [75]. Gis1 has also been reported to bind to several factors involved in DNA metabolism [76]. It will be interesting to test whether any of these Gis1-binding proteins or its putative demethylase activity is involved in this novel function of Gis1. Nhp10 is a non-essential subunit of the essential INO80 chromatin remodeling complex that can move or mobilize nucleosomes. Two recent studies suggest a role for INO80 in redeposition of histones during induced transcription [77], [78]. That Nhp10 slows down histone turnover provides further support for the idea that the INO80 complex can help to preserve the chromatin architecture during transcription. In an Epi-ID screen using 1536 chromosome biology mutants in which the old and new tags on histone H3 were swapped (old-T7 and new-HA), *NHP10* and *GIS1* mutants also showed more histone turnover (data not shown), indicating that the phenotypes observed were not caused by tag-specific effects and that Epi-ID can be scaled up.

The application of Epi-ID is not restricted to histone turnover. In fact, in screens for other epigenetic marks such as histone modifications or nucleosome occupancy Epi-ID, can be applied without the elaborate genetic crosses and genetic switches that are required for screens based on the RITE pulse chase assay. Future applications in yeast may benefit from other barcoded mutant collections that are being developed [79]–[81]. Although our study suggests that position effects of the barcoded marker are not major confounders in Epi-ID and can be (at least in part) excluded by comparing UpTag with DownTag barcodes, DNA barcodes at a common genetic locus separated from the gene deletion would be preferable for epigenetic screens. The recently developed Yeast Barcoders Library represents such a collection in which barcoded markers are integrated at the common HO locus thereby providing opportunities to further expand and improve the application of Epi-ID in yeast [82]. Finally, the basic principles of this approach should also be applicable to barcoded mutant libraries in other organisms, such as barcoded episomes, or transposon or virus insertion libraries.

## Materials and Methods

### Yeast strains, plasmids, and media

Yeast strains used in this study are listed in Table S3. Yeast media were described previously [7]. The pilot set of mutants (see Table S1) was manually made from the *MAT*a haploid gene knockout library (Open Biosystems). H3-RITE (strain NKI4114) was crossed in duplicate with 92 mutants by Synthetic Genetic Array analysis [44] with the following modifications. After mating, diploids were selected and kept on Hygromycin, G418 and CloNat triple selection on rich media for one night. After 13 days on sporulation media a series of selections followed to select for the proper MAT haploids: twice on haploid MATa selection (YC-His+Can+SAEC), twice on triple resistance selection (YC-His+Can+SAEC+MSG+ Hygromycin, G418 and CloNat), and then twice on YC-His-Leu to select for H3-RITE strains in which the second, untagged, copy of H3 was deleted by insertion of LEU2. NKI2178 and NKI4179 are derivatives of BY4733. Plasmid pTW087, which was used to make strain NKI2178, was made by inserting a 6xHis tag behind the HA tag into pFvL118 [7] by PCR mutagenesis. Plasmid pTW088, which was used to make strain NKI4197, was made by replacing the HA tag in pTW081 [7] by a HA-6xHIS tag generated by PCR amplification from pTW087. NKI4128 was derived from a cross between Y7092 and NKI4004 [7], [44]. NKI8013 and NKI4140 were derived from NKI4179 and NKI4128 after elimination of the first tag and HphMX marker by induction of recombination. *BAR1* was deleted using pMPY-ZAP. NKI2176 was derived from BY4733 using reagents described previously [7]. NKI2215 and NKI2216 were derived from NKI2176 by targeting the RITE cassettes from pFvL118 and pTW081 to the HHT2 locus [7]. NKI2300 and NKI2301 were derived from NKI2215 and NKI2216, respectively, after elimination of the first tag and HphMX marker by induction of recombination.

### Switch assay and follow-up

The tag switch assay was performed as described previously [7] with a few adjustments. Briefly, all strains were grown in 600 µl YPD containing Hygromycin (200 µg/ml, Invitrogen) in 96-well format for three nights at 30°C. Cells were then pooled in 50 ml of saturated media without Hygromycin containing 1 µM β-estradiol (E-8875, Sigma-Aldrich). Approximately 1x10^9^ cells were fixed with 1% formaldehyde for 15 minutes before addition of β-estradiol (t = 0), after 16 hours (t = 1) and after 3 additional days (t = 3) for chromatin immunoprecipitation. In the follow-up analysis of candidate turnover mutants, we identified several possible confounders in our specific turnover screen. In certain mutants low turnover measurements were caused by lack of the Cre-recombinase mediated tag-switch. These mutants were excluded from the follow-up studies. Some mutants showed severe loss of viability after the tag-switch and when released into fresh media. These clones were also excluded from the follow-up studies to avoid clones in which the new H3-T7 tagged histone may not be fully functional and possibly causes tag-specific rather than a physiological turnover effects.

### ChIP-Seq

ChIP was performed as described previously [7]. One tenth of each sample was taken as input. After DNA isolation all samples were amplified using different SeqiXU1 primers in combination with P7U2 for the amplification of the UpTag and SeqiXD1 primers with P7D2 for amplification of the DownTag (primers are listed in Table S4). PCR amplification was conducted in 50 µl reactions using Phusion DNA polymerase (Finnzymes) with the following conditions: 10 cycles of 98°C/15 s, 56°C/15 s, 72°C/20 s; 20 cycles of 98°C/15 s, 72°C/15 s, 72°C/20 s. The amplicons of different conditions were pooled per tag, size separated on a 2% gel and the correct sized amplicons were excised and extracted using a Qiagen gel purification column. In a subsequent PCR reaction equal amounts of DNA of the UpTag and DownTag were amplified with primers P5seq and either P7U2 or P7D2 to attach the adapter fragments necessary for cluster formation and sequencing on the Illumina genome analyzer. PCR amplification was conducted in 50 µl reactions using Phusion® DNA polymerase with the following conditions: 10 cycles of 98°C/15 s, 56°C/15 s, 72°C/20 s; 20 cycles of 98°C/15 s, 72°C/25 s. The indexed barcode libraries were analyzed on an Illumina GAII genome analyzer and processed as described below.

### Mapping sequence reads

The indexed barcode libraries were analyzed on an Illumina GAII. Sequence reads were expected to have the following composition: 4 bp index (i), 18 bp common UpTag (U1) or 17 bp common DownTag (D1) primer sequence, up to 20 bp unique UpTag or DownTag barcode sequence. A database of expected sequence reads was generated by combining the barcode sequences originally designed (http://www-sequence.stanford.edu/group/yeast_deletion_project/deletions3.html) with corrected sequences based on re-sequencing of the barcodes of the yeast diploid heterozygous deletion collection [40], [83]. Multiplex indexed barcodes were identified at position 1 to 6 allowing no mismatches. Barcodes were identified starting at position 22, 21, or 23, respectively, initially allowing no mismatches over a length of 11 nt. Unidentified reads were further analyzed in a second round by FASTA using the optimal alignment of gene tags. FASTA alignments were only considered with a minimal alignment length of 10 bases and a minimal identity of 90%. Only alignments that start within 2 bases from position 22 were allowed and alignments were not allowed to stop more than 5 bases from the end of the barcode. A set of unused barcodes [39], [41] was used to verify that allowing mismatches did not lead to a high false discovery rate and to determine cut-offs for P-values (see below). Out of a total number of 7446311 reads, 6249225 could be assigned to an indexed barcode amplicon. The mapped sequence reads were binned in UpTag and DownTag barcode fractions, further binned in sample fractions using the 4 bp indexes, and then the relative abundance of each barcode within each specific bin was determined using reads per million counts for each bin. Based on the behavior of the unused barcodes, to avoid false positive assignments clones with outlying up / down ratio counts (P-value <0.01) in any of the indexed samples were excluded from further analysis. Histone turnover was determined by calculating the ratio of T7 ChIP over HA ChIP for t = 1 and t = 3 days (t = 1, t = 3) and for the UpTag and DownTag barcodes. Only clones with a low variation between these four samples (SD <0.17; and thereby only clones for which both the UpTag and DownTag barcode were identified) were included for further analysis. Cut offs for variation were set such that all false positive identifications of the unused barcode set were excluded. Of the 92 clones in the screen, 53 were included in the final dataset. Drop-outs were caused by the genetic crossing or by the stringent selection criteria.

### Follow-up analysis of individual mutants

Strains were grown individually to saturation in 50 ml of YPD; ChIP was performed only on samples after three days of saturation. ChIP DNA was quantified in real-time PCR using the SYBR Green PCR Master Mix (Applied Biosystems) and the ABI PRISM 7500 as described previously. An input sample was used to make a standard curve, which was then used to calculate the IP samples, all performed in the 7500 fast system software. As a measurement for turnover, the amount DNA of the T7-IP was divided over the HA-IP. The antibodies used for ChIP and immunoblots are HA (12CA5), T7 (A190-117A, Bethyl or 69522-3, Novagen), H3 C-terminus [7], RITE-spacer+LoxP [7], RNA PolII/Rpb1 (8WG16). Primers used for qPCR are listed in Table S5.

### TAP-IP

The equivalent of 1x10^9^ cells was washed with cold TBS, resuspended in 1ml cold TBS with a protease inhibitor cocktail. All steps were performed cold at 4°C unless otherwise stated. Cells were briefly spun and the pellet was frozen at −80°C. The pellet was dissolved in 400 µl lysis buffer (25 mM Hepes pH 7.9, 50 mM NaCl, 0.1% NP-40, 1 mM EDTA, 10% glycerol) containing a protease inhibitor cocktail. Cells were lysed by the addition of 400 µl glass beads and vortexing for 15 min on a multivortex. The total lysate was spun at maximum speed for 5 min, the soluble fraction was transferred to a new tube and 1 ml of lysis buffer was added. The lysate was then spun for 5 min 14K, transferred to a new tube, then spun for 15 min 14K and again transferred to a new tube. Of this fraction 50 µl was used as input, the rest was incubated with 30 µl IgG beads (Invitrogen) for 2 hrs. The beads were washed three times with cold lysis buffer for 5 min and once with TEV buffer (50 mM Tris pH 8, 0.5 mM EDTA, 50 mM NaCl, and 1 mM DTT). The beads were resuspended in 100 µl TEV buffer to which 175 µg recombinant TEV protease is added and kept overnight. The soluble fraction contains the immunoprecipitated fraction and was analyzed by quantitative immunoblotting. Lysates were separated on a 16% polyacrylamide gel and blotted onto 0.45 µm nitrocellulose membrane. Membranes were blocked with 2% Nutrilon (Nutricia) in PBS. Primary antibody incubations were performed overnight in Tris-buffered saline-Tween with 2% Nutrilon, anti-HA (mouse 12CA5), anti-T7 (Novagen, 1∶1000) or a polyclonal antibody obtained against the LoxP peptide (1∶2500) [7]. Secondary antibody incubations were performed for 45 minutes using LI-COR Odyssey IRDye 800CW (1∶12.000). Immunoblots were subsequently scanned on a LI-COR Odyssey IR Imager (Biosciences) using the 800 channel. Signal intensities were determined using Odyssey LI-COR software version 3.0.

### FACS analysis

To monitor cell cycle progression and cell cycle arrests the DNA content of the cells was measured by flow cytometry as described previously [7], using SYTOX Green and a 530/30 filter (Becton-Dickinson). Analysis was performed using FCSexpress2.

### Expression profiling

Each mutant strain was profiled four times from two independently inoculated cultures and harvested in early mid-log phase in synthetic complete medium with 2% glucose or harvested in starvation conditions in rich media as described above for the turnover experiments. Sets of mutants were grown alongside corresponding WT cultures and processed in parallel. Dual-channel 70-mer oligonucleotide arrays were employed with a common reference WT RNA. All steps after RNA isolation were automated using robotic liquid handlers. These procedures were first optimized for accuracy (correct FC) and precision (reproducible result), using spiked-in RNA for calibration [84]. After quality control, normalization, and dye-bias correction [85], statistical analysis for mid-log cultures was performed for each mutant versus the collection of 200 WT cultures as described by Lenstra et al [57]. The reported FC is an average of the four replicate mutant profiles versus the average of all WTs. HAT1, HAT2, and HIF1 single, double, and triple mutants in the BY4742 background were not different from wild type (less than three genes changed p<0.01, FC >1.7 after removal of WT variable genes). 

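The reference RNA and the wild-type cultures of the paper differ at some genes. The authors' deposited table gives, for each mid-log mutant, a log2 change against the wild-type cultures. Its difference from the authors' normalized ratios to the reference was the same in all 7 mutants for a gene. It gives the wild-type level relative to the reference as 1.57 for NCE103, 1.22 for PYC1 and 1.17 for HSP12. This level was taken off the ratios normalized here, which is another normalization, as a constant without a spread of its own. With this wild-type level taken off for 6182 probes, a setting chosen after seeing the data, NCE103 lay between -0.29 and 0.01, PYC1 between -0.31 and 0.01 and HSP12 between -0.25 and 0.32 in the mutants. The number of probes other than the deleted genes that changed by more than 1.7-fold at an adjusted p under 0.01 was then 0 in hat1Δ and hat2Δ, 3 in hif1Δ, 1 in hat1Δhat2Δ, 3 in hat1Δhif1Δ, 2 in hat2Δhif1Δ and 6 in hat1Δhat2Δhif1Δ. PHO84 was among them in hif1Δ, hat1Δhat2Δ, hat1Δhif1Δ and hat1Δhat2Δhif1Δ, and ARN2, INO1 and PDR5 in the triple mutant. These genes, apart from those the rule for named genes gives, were named after their values were seen. The mean of the 4 H3/H4 genes over the wild-type level was 0.07 in hat1Δ, 0.28 in hat2Δ, 0.42 in hif1Δ, 0.27 in hat1Δhat2Δ, 0.43 in hat1Δhif1Δ, 0.47 in hat2Δhif1Δ and 0.43 in the triple mutant. No list of genes that vary between wild-type cultures was used here. The authors' deposited table, at the same threshold and without the deleted genes, holds 0, 0, 4, 2, 3, 2 and 6 probes in the same order of strains.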

Mutants in G0 were compared to replicates of the corresponding wild-type RITE strain. Due to variability under conditions of starvation [86] we did not perform genome-wide statistical analyses of expression changes in G0 cultures.

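In G0, hif1Δ showed lower transcripts of the glucose transporter genes HXT2 (-3.15 on the log2 scale, SE 0.36, adjusted p = 0.0150 from limma) and HXT1 (-1.37, adjusted p = 0.0383) compared with the wild type (2 arrays each). RTS3, a proposed phosphatase component, was lower in hif1Δ at -1.08 (adjusted p = 0.0150), the calmodulin-dependent kinase gene CMK2 at -0.93 and BTN2 at -0.87. DDI2 and DDI3 (-0.93 and -0.97) and PAU7 (-0.98) belong to families of closely related genes whose probes may share signal. In hat1Δhif1Δ the transcription factor gene TYE7 fell by 1.04 (adjusted p = 0.0048). In hat2Δhif1Δ RTS3 was at -1.08, CMK2 at -1.07 and OAR1, of mitochondrial fatty acid synthesis, at -0.49, and SOR2 rose by 0.76.
H4K5,12Q had higher DLD3 (1.44), NUP116 (1.17), IDP3 (0.93), CSM3 (0.89), PGM2 (0.64) and TSL1 (0.57), the last a subunit of trehalose synthase, and lower HXT2 (-1.97, adjusted p = 0.0494), DIT1 (-1.23), SDA1 (-0.85) and ERO1 (-0.97), which acts in protein folding in the endoplasmic reticulum. H4K5,12R had higher DLD3 (1.08), RAS2 (0.96) and the iron uptake genes FET3 (0.95) and FIT3 (0.91), and lower HOR2 (-2.05), ERO1 (-1.33), the RNA helicase gene DBP2 (-1.32), the adenine deaminase gene AAH1 (-1.14) and SDA1 (-0.95).
Of 22 stress response genes 3 were higher in H4K5,12Q (9 when adjusted over the list alone, adjusted p = 0.337 with an estimated correlation), and of 31 ribosome biogenesis genes 1 was lower in H4K5,12Q (1, adjusted p = 0.828) and 1 in H4K5,12R (11, adjusted p = 0.822). Of 14 iron uptake genes 2 were higher in H4K5,12R (6, adjusted p = 0.822). None of 12 phosphate starvation genes passed in hif1Δ over all probes and 5 were lower when adjusted over the list alone (adjusted p = 0.594 with an estimated correlation). No list call in the 7 mutants held with an estimated correlation.
At an adjusted p under 0.05, no probe was higher and 1, the deleted gene, was lower in hat1Δ and in hat2Δ (264 and 468 at an unadjusted p under 0.05). The counts were 0 higher and 21 lower in hif1Δ, 1 and 3 in hat1Δhif1Δ, 6 and 4 in hat2Δhif1Δ, 14 and 24 in H4K5,12Q, and 103 and 104 in H4K5,12R. In the last 4 mutants 1 of the higher probes is ATG33, for which no change of transcript is shown. Its spot gave no signal on the wild-type arrays in either channel, the common reference RNA included, so that it was not measured there. The arrays of these 4 mutants thus differ from the wild-type arrays in more than the strain, and their calls cannot be told apart from this difference. With median centring the counts were 7 and 6 in hat1Δhif1Δ, 26 and 26 in H4K5,12Q and 1 and 2 in hat1Δ. Print-tip loess gave 12 and 18 in hat1Δhif1Δ and 7 and 2 in hat2Δhif1Δ. From the authors' normalized ratios the counts were 15 and 4 in hat2Δhif1Δ and 77 and 78 in H4K5,12Q. Single arrays decided many calls: the 21 calls of hif1Δ became 0 without replicate b of the wild type and 281 without replicate a of hif1Δ, and a fit with no replicate block called 1. Without replicate a of the wild type the counts were 14 in hat1Δ, 18 in hat2Δ, 28 in hat2Δhif1Δ, 19 in H4K5,12Q and 45 in H4K5,12R, and without replicate b of the mutant itself they were 1 in H4K5,12Q and 9 in H4K5,12R.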

### Accession numbers

Microarray data have been deposited in ArrayExpress under accession numbers E-TABM-1175 (mutants) and E-TABM-773/E-TABM-984 (200 WT replicates), as well as in GEO under accession number GSE30168.

## Supporting Information

Figure S1 Scheme showing PCR amplification strategy of barcoded regions around the KANMX selectable marker gene. A first round of amplification introduces an index sequence to barcoded regions of each experimental condition. A second round of amplification introduces the sequences required for Illumina sequencing. All mutants were grown individually to starvation, and then pooled into one culture. Before induction and one day and three days after induction of the tag switch samples were taken for HA and T7 immunoprecipitation and input. Each of these conditions was assigned a 4 bp index sequence as listed.
(TIF)

Figure S2 Immunoblot and ChIP analysis of new histone H3-T7 in starved cells. (A) Immunoblot analysis of new histone H3-T7 and old histone H3-HA before and after induction of the tag switch in starved cells. The H3-HAT7 switch (strain NKI2215) was performed in duplicate. Quantification is shown in Figure 2C. (B) The amount of new H3-T7/input was determined for three loci at two time points after induction of the tag switch in starvation (strain NKI2215). Cells containing 100% T7 or 100% HA show IP efficiencies of approximately 2.5–10% (data not shown).
(TIF)

Figure S3 Recombination defect in *hap2Δ* mutant. Upon deletion of *HAP2*, the efficiency of recombination (percent of cells that had lost the Hygromycin resistance gene) was impaired, leading to more background recombination before and less recombination after induction of the switch.
(TIF)

Figure S4 Role of H4K5 and K12 in histone turnover. The amount of histone turnover at the promoter region of four genes was determined by dividing the ChIP signal of H3-T7 over H3-HA (new/old) and plotted relative to WT. The standard error shows the spread of biological duplicates. Histone turnover was measured in histone H4 mutants carrying mutated lysines 5 and 12 to alanines (H4K5/12A; strains from Figure 4B and NKI2195). Data for H4K5/12R and H4K5/12Q mutants are duplicated from Figure 4B for comparison.
(TIF)

Figure S5 Role of NuB4 in histone turnover in replicating cells. Histone turnover (ChIP new/old H3) was determined in replicating cells by inducing the tag switch in cells that had been growing in log phase for at least 16 hours and by taking samples two population doublings after induction of Cre recombinase. During this time-period the population of cells is undergoing the Cre-mediated recombination event in an asynchronous manner (see Table S2). Wild type is set to 1, turnover was determined at four promoter regions (strains NKI2148/NKI2191/NKI2192/2187).
(TIF)

Figure S6 Old and new histone H3 binding to Hat1 and Asf1. (A) As explained in Figure 7, following a RITE epitope-tag switch (H3-HAH3-T7 and H3-T7H3-HA) tap-tagged Hat1 and Asf1 were immunoprecipitated from cells expressing a mix of old and new histone H3 proteins. Bound histone proteins were analyzed by immunoblots against the C-terminus of histone H3. H3-HA and H3-T7 are separated due to a size difference (strains NKI4174/NKI4191/NKI4195/NKI2178). (B) Signals were quantified using an Odyssey imaging system. H3 binding efficiencies were calculated by determining the IP signal relative to the input signal, after subtraction of the background signal determined by the Pre3 and NoTap controls.
(TIF)

Figure S7 Effects of histone H3 tags on mRNA expression levels. Microarray analysis of mRNA expression of target genes in RITE strains in mid-log expressing 100% HA-tagged histone H3 or 100% T7-tagged histone H3 (changes vs isogenic RITE strain expressing untagged H3; strains NKI2176/NKI2300/NKI2301). HHT2 and HHF2 represent the genes encoding histone H3 and H4, respectively.
(TIF)

Figure S8 Growth of mutants of the NuB4 complex. (A) Wild-type (BY4742) and NuB4 mutant strains (all derived from BY4742) were grown under the conditions indicated after spotting on agar plates in 10-fold dilution series. Photos were taken after incubating the plates for 2–3 days. (B) Analysis of cell cycle profiles by staining for DNA content and analysis by flow cytometry. Strains were grown at 30°C in YPD media and harvested in log phase.
(TIF)

Figure S9 Expression of genes encoding HATs in NuB4 mutants. Microarray analysis of mRNA expression changes in genes encoding (putative) HATs in NuB4 and H4K5,12 mutant strains (fold change vs isogenic wild-type RITE strain in G0 t = 3d). Strains: NKI2148/NKI2191/NKI2192/NKI2187/NKI4169/NKI4170/NKI2193/NKI2194.
(TIF)

Table S1 Yeast strains in Epi-ID histone turnover screen.
(DOC)

Table S2 Recombination efficiencies in tag switch experiments.
(DOC)

Table S3 Yeast strains.
(DOC)

Table S4 Primers used for deep sequencing.
(DOC)

Table S5 qPCR primers.
(DOC)

# Supplementary material for: A Barcode Screen for Epigenetic Regulators Reveals a Role for the NuB4/HAT-B Histone Acetyltransferase Complex in Histone Turnover
**Source:** PLoS Genet. 2011 Oct 6;7(10):e1002284. doi: 10.1371/journal.pgen.1002284
**Supplement:** Table S1 — Yeast strains in Epi-ID histone turnover screen.

**TABLE S1: Yeast strains in Epi-ID histone turnover screen**

# Supplementary material for: A Barcode Screen for Epigenetic Regulators Reveals a Role for the NuB4/HAT-B Histone Acetyltransferase Complex in Histone Turnover
**Source:** PLoS Genet. 2011 Oct 6;7(10):e1002284. doi: 10.1371/journal.pgen.1002284
**Supplement:** Table S2 — Recombination efficiencies in tag switch experiments.

**TABLE S2: Recombination levels in RITE tag switch experiments**

| **Recombination levels** | | **Pre induction** | | **Post induction** | |
| --- | --- | --- | --- | --- | --- |
| **Figure** | **Strain** | **clone 1** | **clone 2** | **clone 1** | **clone 2** |
| 2C-D,S2 | WT | 6 | 2 | 98 | 99 |
| 3G | WT | ≤ 1 | 4 | 96 | 97 |
|  | WT | 8 | 4 | 95 | 94 |
|  | hap2Δ | 16 |  | 53 |  |
|  | hat1Δ | 1 | 1 | ≥ 99 | 94 |
|  | gis1Δ | 1 | 4 | 90 | 83 |
|  | nhp10Δ | 8 | 7 | 95 | 97 |
| 4A | WT HAT1-TAP | nd | nd | ≥ 99 | ≥ 99 |
|  | HAT1-E255Q-TAP | nd | nd | ≥ 99 | ≥ 99 |
| 4B | WT | 2 | 1 | 97 | 97 |
|  | WT | ≤ 1 |  | 98 |  |
|  | H4K5,12R | 3 | 3 | 87 | 98 |
|  | H4K5,12Q | ≤ 1 | 1 | 92 | 97 |
| 4C | WT | ≤ 5 | ≤ 5 | 91.0 | 94.0 |
|  | H4 K5,12R | ≤ 5 | ≤ 5 | 68.0 | 83.0 |
|  | H4 K5,12Q | ≤ 5 | ≤ 5 | 96.0 | ≥ 99 |
| S4 | H4K5,12A | 2 | 2 | 99 | 87 |
| 5A | WT HAT1-Myc | nd | nd | ≥ 99 | ≥ 99 |
|  | HAT1-NES-Myc | nd | nd | ≥ 99 | ≥ 99 |
| 5B | WT | 2 | 1 | 97 | 97 |
|  | hat1Δ | 3 | 2 | 95 | 97 |
|  | hat2Δ | 4 | 1 | 93 | 97 |
|  | hif1Δ | 3 | 2 | 95 | 99 |
| 5C | WT | 6 | 10 | 97 | 97 |
|  | WT | ≤ 1 |  | 98 |  |
|  | hat1Δ hif1Δ | 6 | 7 | 71 | 96 |
|  | hat2Δ hif1Δ | ≤ 1 | 7 | 91 | 96 |
|  | | | | | |
| S5 |  |  | | **Post induction** | |
|  | **Strain** | **Pre induction** | | **2h** | **4h** |
|  | WT | ≤ 1 | | 48.0 | 73.0 |
|  | hat1Δ | ≤ 1 | | 51.0 | 70.0 |
|  | hat2Δ | ≤ 1 | | 41.0 | 66.0 |
|  | hif1Δ | ≤ 1 | | 44.0 | 74.0 |

# Supplementary material for: A Barcode Screen for Epigenetic Regulators Reveals a Role for the NuB4/HAT-B Histone Acetyltransferase Complex in Histone Turnover
**Source:** PLoS Genet. 2011 Oct 6;7(10):e1002284. doi: 10.1371/journal.pgen.1002284
**Supplement:** Table S3 — Yeast strains.

**TABLE S3: Yeast strains**

| **Strain** | **Relevant genotype** | **Reference** |
| --- | --- | --- |
| NKI2148 | MATa his3Δ200 leu2Δ0 lys2Δ0 met15Δ0 ura3Δ0 hhf1-hht1∆::LEU2 hht2::HHT2-LoxP-HA-HPHMX-LoxP-T7 HIS3::PTDH3-CRE-EBD78 bar1∆::HisG | [1] |
| NKI4114 | MATα his3∆1 leu2∆0 ura3∆0 met15∆0 can1∆::PSTE2-Sp-his5 hhf1-hht1∆::LEU2 hht2::HHT2-LoxP-HA-HPHMX-LoxP-T7 lyp1∆::NATMX-PTDH3-CRE-EBD78 | [2] |
| BY4741 | MATa his3∆1 leu2∆0 met15∆0 ura3∆0 | [3] |
| BY4733 | MATa his3∆200 leu2∆0 met15∆0 ura3∆0 trp1∆63 | [3] |
| NKI4128 | MATa his3∆1 leu2∆0 met15∆0 ura3∆0 can1∆::PSTE2-Sp-his5 hhf1-hht1∆::LEU2 hht2::HHT2-LoxP-HA-HPHMX-LoxP-T7 lyp1∆::NATMX PTDH3-CRE-EBD78 | [2] |
| NKI4004 | MATa his3Δ200 leu2Δ0 lys2Δ0 met15Δ0 ura3Δ0 Δhhf1-hht1::LEU2 hht2::HHT2-LoxP-HA-HYG-LoxP-T7 | [1] |
| NKI4140 | NKI4128 after recombination HHT2-LoxP-T7 | This study |
| NKI2161 | NKI4004 DOT1::”SIR3-BC”-KANMX-DOT1 | This study |
| NKI2162 | NKI4140 DOT1::”SIR4-BC”-KANMX-DOT1 | This study |
| NKI2176 | MATa his3∆200 leu2∆0 trp1∆63 ura3∆0 met15∆0 hht1-hhf1::MET15 bar1::HisG HIS3 PTDH3_CRE_EBD78 | This study |
| NKI2215 | MATa his3∆200 leu2∆0 trp1∆63 ura3∆0 met15∆0 hht1-hhf1::MET15 bar1::HisG HIS3 PTDH3_CRE_EBD78 hht2::HHT2-LoxP-HA-HPHMX-LoxP-T7 | [2] |
| NKI2216 | MATa his3∆200 leu2∆0 trp1∆63 ura3∆0 met15∆0 hht1-hhf1::MET15 bar1::HisG HIS3 PTDH3_CRE_EBD78 hht2::HHT2-LoxP-T7-HPHMX-LoxP-HA | This study |
| NKI2300 | MATa his3∆200 leu2∆0 trp1∆63 ura3∆0 met15∆0 hht1-hhf1::MET15 bar1::HisG HIS3 PTDH3_CRE_EBD78 hht2::HHT2-LoxP-T7 | This study |
| NKI2301 | MATa his3∆200 leu2∆0 trp1∆63 ura3∆0 met15∆0 hht1-hhf1::MET15 bar1::HisG HIS3 PTDH3_CRE_EBD78 hht2::HHT2-LoxP-HA | This study |
| NKI2191 | NKI2148 hat1∆::KANMX | This study |
| NKI2192 | NKI2148 hat2∆::KANMX | This study |
| NKI2187 | NKI2148 hif1∆:: KANMX | This study |
| NKI4169 | NKI2191 hif1::NATMX | This study |
| NKI4170 | NKI2192 hif1::NATMX | This study |
| NKI2193 | NKI2148 hhf2::HHF2K5QK12Q | This study |
| NKI2194 | NKI2148 hhf2::HHF2K5RK12R | [2] |
| NKI2195 | NKI2148 hhf2::HHF2K5AK12A | This study |
| NKI2178 | MATa his3∆200 leu2∆0 trp1∆63 ura3∆0 met15∆0 hht1-hhf1::MET15 bar1::HisG HIS3 PTDH3_CRE_EBD78 hht2::HHT2-LoxP-HA-6HIS-HPHMX-LoxP-T7 | This study |
| NKI4174 | NKI2178 HAT1-TAP-KANMX | This study |
| NKI4175 | NKI2178 HAT1E255Q-TAP-KANMX | This study |
| NKI4176 | NKI2178 HAT1-MYC-TRP1 | This study |
| NKI4177 | NKI2178 HAT1-MYC-NES-TRP1 | This study |
| NKI4191 | NKI2178 ASF1-TAP-KANMX | This study |
| NKI4195 | NKI2178 PRE3-TAP-KANMX | This study |
| NKI4179 | MATa his3∆200 leu2∆0 trp1∆63 ura3∆0 met15∆0 hht1-hhf1::MET15  bar1::HisG HIS3::PTDH3_CRE_EBD78 hht2::HHT2-LoxP-T7-HPHMX-LoxP-HA-6HIS | This study |
| NKI4187 | NKI4179 HAT-TAP-KANMX | This study |
| NKI4192 | NKI4179 ASF1-TAP-KANMX | This study |
| NKI4196 | NKI4179 PRE3-TAP-KANMX | This study |
| BY4742 | MATα his3∆1 leu2∆0 ura3∆0 | [3] |
| NKI2271 | BY4742 hat1∆::NatMX | This study |
| NKI2272 | BY4742 hat2∆::NatMX | This study |
| NKI2168 | BY4742 hif1∆::KanMX | This study |
| NKI4197 | BY4742 hat1∆::KanMX hat2∆::NatMX | This study |
| NKI2269 | BY4742 hat1∆::NatMX hif1∆::KanMX | This study |
| NKI2270 | BY4742 hat2∆::NatMX hif1∆::KanMX | This study |
| NKI4198a | BY4742 hat1∆::HphMX hat2∆::NatMX hif1∆::KanMX | This study |
| NKI4198b | BY4742 hat1∆::NatMX hat2∆::HphMX hif1∆::KanMX | This study |

1. Verzijlbergen KF, Menendez-Benito V, van Welsem T, van Deventer SJ, Lindstrom DL, Ovaa H, Neefjes J, Gottschling DE, van Leeuwen F (2010) Recombination-induced tag exchange to track old and new proteins. Proc Natl Acad Sci U S A 107: 64-68.

2. Radman-Livaja M, Verzijlbergen KF, Weiner A, van Welsem T, Friedman N, Rando OJ, van Leeuwen F (2011) Patterns and mechanisms of ancestral histone protein inheritance in budding yeast. PLoS Biol 9: e1001075.

3. Brachmann CB, Davies A, Cost GJ, Caputo E, Li J, Hieter P, Boeke JD (1998) Designer deletion strains derived from Saccharomyces cerevisiae S288C: a useful set of strains and plasmids for PCR-mediated gene disruption and other applications. Yeast 14: 115-132.

# Supplementary material for: A Barcode Screen for Epigenetic Regulators Reveals a Role for the NuB4/HAT-B Histone Acetyltransferase Complex in Histone Turnover
**Source:** PLoS Genet. 2011 Oct 6;7(10):e1002284. doi: 10.1371/journal.pgen.1002284
**Supplement:** Table S4 — Primers used for deep sequencing.

**TABLE S4: Primers used for deep sequencing**

| **Primer name** | **Primer sequence** |
| --- | --- |
| P7U2 | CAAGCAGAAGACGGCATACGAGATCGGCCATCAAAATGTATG |
| P7D2 | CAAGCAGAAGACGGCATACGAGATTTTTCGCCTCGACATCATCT |
| Seqi1U1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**ATGC**GATGTCCACGAGGTCTCT |
| Seqi2U1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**TACG**GATGTCCACGAGGTCTCT |
| Seqi3U1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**GCAT**GATGTCCACGAGGTCTCT |
| Seqi4U1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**CGTA**GATGTCCACGAGGTCTCT |
| Seqi5U1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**ACTG**GATGTCCACGAGGTCTCT |
| Seqi6U1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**CAGT**GATGTCCACGAGGTCTCT |
| Seqi7U1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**TGAC**GATGTCCACGAGGTCTCT |
| Seqi8U1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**GTCA**GATGTCCACGAGGTCTCT |
| Seqi9U1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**AGCT**GATGTCCACGAGGTCTCT |
| Seqi1D1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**ATGC**CGGTGTCGGTCTCGTAG |
| Seqi2D1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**TACG**CGGTGTCGGTCTCGTAG |
| Seqi3D1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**GCAT**CGGTGTCGGTCTCGTAG |
| Seqi4D1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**CGTA**CGGTGTCGGTCTCGTAG |
| Seqi5D1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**ACTG**CGGTGTCGGTCTCGTAG |
| Seqi6D1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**CAGT**CGGTGTCGGTCTCGTAG |
| Seqi7D1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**TGAC**CGGTGTCGGTCTCGTAG |
| Seqi8D1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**GTCA**CGGTGTCGGTCTCGTAG |
| Seqi9D1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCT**AGCT**CGGTGTCGGTCTCGTAG |
| P5seq | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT |

# Supplementary material for: A Barcode Screen for Epigenetic Regulators Reveals a Role for the NuB4/HAT-B Histone Acetyltransferase Complex in Histone Turnover
**Source:** PLoS Genet. 2011 Oct 6;7(10):e1002284. doi: 10.1371/journal.pgen.1002284
**Supplement:** Table S5 — qPCR primers.

**TABLE S5: qPCR primers**

| **Gene name** | **Primer name** | **Primer sequence** |
| --- | --- | --- |
| ADH1 | ADH1 PRO ii fwd | CCGTTGTTGTCTCACCATATCC |
| ADH1 | ADH1 PRO ii rev | GTTTCGTGTGCTTCGAGATACC |
| HHT2 | HHT2_QFor1 | GTGCCAAACGACCACAGTTG |
| HHT2 | HHT2_QRev1 | GGGCGTGCCAATAGTTTCAC |
| ADH2 | ADH2 PRO ii fwd | AACACCGGGCATCTCCAAC |
| ADH2 | ADH2 PRO ii rev | AAGTCGCTACTGGCACTC |
| IMD1 | QFORimd1 | TTTCGTGGGCTAGTACATTTTACCT |
| IMD1 | QREVimd1 | TGATAAGAAAAGTAAGGCAAGGAATAGA |

How the deposited data were processed for this re-analysis (not part of the article)

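Gene expression was measured on 36 dual-channel arrays of 70-mer oligonucleotides, with 2 arrays for each of 18 strain groups: 7 NuB4 deletion strains in mid-log (14 arrays), 8 H3-RITE strains in G0 (16 arrays) and 3 H3-RITE strains in mid-log (6 arrays). Every array compared a strain with a common wild-type reference RNA. Each array has 15552 spots with 2 spots per probe, and 6388 yeast probes were tested. Of these, 5326 have 1 gene symbol, 1062 have none and 0 have several. The 5315 symbols include 11 with 2 probes, of which the brighter stands for the gene. In the reference table 5255 of the symbols were found and 60 were not, and these 60 keep the name of the file.

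The authors deposited the scanner intensity of each spot and of its local background, without background correction, for each array. The authors deposited a series matrix of log2 ratios of strain over reference, normalized within each array, for which the submitters' processing notes name limma. The authors deposited a table of log2 changes with a p-value for each probe and comparison, in which the arrays of a strain are pooled. How these p-values were adjusted is not stated in that table. In the 3 kinds of files 0 columns were left unused. The deposited ratios correlated with the unnormalized scanner ratios at 0.887 to 0.990.

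All values in the passages come from the scanner intensities unless a sentence names the authors' ratios or table. The software was R 4.3.3 with limma 3.58.1, statmod 1.5.0 and jsonlite 2.0.0. Intensities were corrected with normexp (offset 50) and normalized by loess within each array, with control spots at weight 0. The 2 spots of a probe were averaged. A probe counted as above background when its foreground exceeded the local background by more than 2 SDs. Linear models with moderated variances were fitted in limma with a dye effect for each gene and experiment. The mid-log NuB4 arrays (14) and the G0 arrays (16) had a fit each, the difference between mid-log and G0 came from a fit of both, and the tagged RITE strains were fitted with the mid-log NuB4 arrays (20). In these fits p-values were adjusted by Benjamini-Hochberg over all probes of a comparison.

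The comparisons were each G0 mutant with the G0 wild type, each mid-log mutant with the reference, each tagged RITE strain with the untagged strain, and deletion of HAT1, HAT2 or HIF1 on matched backgrounds. The HIF1 deletion was also compared in G0 and between mid-log and G0, and the G0 wild type was set against the reference. A probe was called at an adjusted p under 0.05. The threshold of the paper, a fold change above 1.7 and p under 0.01, was used for counts set beside those of the paper. The mean of the 4 H3/H4 genes was compared over 6 matched pairs of arrays with an exact sign-flip permutation test of 64 arrangements, adjusted over the 3 deletions.

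Pairs for this test join arrays with the same replicate letter, which is also the dye orientation. Deviations of arrays from their strain means were correlated between arrays of the same letter, with a median of 0.59 in mid-log, 0.50 in G0 and 0.25 in the mid-log RITE strains. In mid-log and in the RITE strains every pair was above 0.1, which was not so in G0, where values ranged from -0.22 to 0.76. A fit with no replicate block was run as an alternative for each of these.

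Gene lists were written from general knowledge before the values were examined, and 22 were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. The lists were H3/H4 genes, H2A/H2B genes, the loci of Figure 6A, other histone acetyltransferases, histone deacetylases, histone chaperones, chromatin remodelers, G1/S genes, G2/M genes, ribosome biogenesis, ribosomal proteins, stress response, oxidative phosphorylation, glucose-repressed metabolism, phosphate starvation, iron uptake, amino acid biosynthesis, sulfur assimilation, a-specific genes, alpha-specific genes, meiotic genes and strain marker genes. Counts of list members are given at an adjusted p under 0.05 over all probes and when adjusted over the list alone. Single genes are named from the loci and complexes of the paper, the histone genes, the deleted genes, list members, and the probes with the highest and lowest change among those called. Further genes with a known function were named after their values were seen.

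Precision was tested on simulated data with 50 probes each changed by 0.25, 0.5, 1 and 2 on the log2 scale and 6188 unchanged probes. For the HIF1 deletion in G0, 27, 46, 49 and 50 of 50 were called with 17 false calls, and for the difference between mid-log and G0 20, 47, 50 and 50 with 8 false calls. For the HIF1 deletion in mid-log, where alone lists were simulated, a list of 20 genes moved by 0.3 was called with both correlations, and of 20 unchanged lists 0 were called.

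The alternatives set before the data were examined were no background correction, print-tip loess, median centring, leaving out probes below the 25th percentile of brightness, no replicate block, the authors' ratios, the authors' table, all 36 arrays in 1 fit, moderation with trend and robust, an unadjusted p under 0.01, permutation within backgrounds, an additive fit of the 3 deletions, the untagged RITE strain as mid-log control, the estimated correlation, and leaving out each array in turn. Chosen after the values were seen were the wild-type level taken from the authors' table, the mean of HHT2 and HHF2 alone, and permutation within backgrounds for that mean in G0. Other splits of the arrays within backgrounds were drawn up to 100 times.

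Left out were the 200 wild-type cultures of the paper, whose arrays are not among the files, and genes near chromosome ends, for which no genome build is named. Changes at probes of the second H3 and H4 gene copies are not reported as single genes in RITE strains, which do not keep these copies. The probes stay in the H3/H4 list there. A block by slide or scan date was not possible, since the files give none. IMD1 and some list members are not named on the array.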

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

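The tests of ATG33 were chosen after the result was seen. With HIF1 deletion in mid-log, 20 probes other than HIF1 were called. Among them were HHT2 (0.27), which the paper reports among the histone genes, and YEL073C (-0.20), which it does not report. HHT2 was not the largest rise, since 2 other probes rose by more than 1.7-fold at an adjusted p under 0.01. A larger share of cells in S phase as the whole cause is argued against by the G1/S genes. Their mean difference was 0.0184 (SD 0.0138), below the bound of 0.12 set beforehand. That bound was taken from the H3/H4 change, and how far these genes would move was not measured. A small shift stays open, since the G1/S genes were higher in 6 of 6 pairs (exact permutation p = 0.0313, the smallest possible), as were the H2A/H2B genes (0.162). The paper reports unchanged cell cycle progression in these mutants, grown in another medium. Intensity-dependent normalization is argued against too, since the lowest mean of the H3/H4 genes over 3 other normalizations was 0.234, above the bound of 0.118. In fits of the matched arrays alone, 1 of 100 splits, the real one, called as many probes (42, or 41 without HIF1, against 0 at most in the others). This argues against a chance arrangement of the arrays. The splits treat the 2 arrays of a strain as independent, so that chance differences between cultures were not excluded. A response of the histone genes to the loss of HIF1 is a candidate explanation, as a hypothesis found and tested on the same data.

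Between tagged and untagged RITE strains in mid-log 2853 probes were called for H3-HA and 2432 for H3-T7, with HSP26 at 2.32 and AAD3 at -2.65 for HA and HPF1 at 2.25 and AAD3 at -1.93 for T7. Background at dim probes is argued against, since the share called without the dimmest probes, those below the 25th percentile, was 0.975 of the share over all probes. A harvest closer to starvation stays open, as the H3-HA change correlated with the G0 wild-type change at 0.561 across probes. A single outlying array also stays open, since 1337 probes were called without replicate b of the untagged strain. An effect of the tags themselves, which the design names, was not told apart from these and stays a possible explanation.

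The probe of ATG33 was called as higher in 4 G0 strains, by 1.80 in hat1Δhif1Δ, 1.84 in hat2Δhif1Δ, 2.09 in H4K5,12Q and 2.07 in H4K5,12R, but a spot without signal on the other arrays accounts for the call. The reference channel, which holds the same RNA on every array, was above background on 8 of 8 arrays of these strains and on 0 of 8 arrays of the other G0 strains, lower there by a mean log2 difference of 2.52 (SD 0.422), so that ATG33 was not measured in the wild type and no change of its transcript is shown. Binding of the probe to RNA of the nourseothricin cassette is argued against, since the highest mid-log value in the 6 mutants with the cassette was -0.0475. The lowest of the 8 differences from the wild type was 1.53 (SD 0.224). It decides nothing about 1 outlying array, since the spot was not measured in the wild type. The spot also gave no signal on the 6 mid-log RITE arrays and gave signal on the 14 mid-log NuB4 arrays, so that the G0 arrays split into sets that differ in more than the strain, and a difference between these sets cannot be told apart from the strain for these 4 mutants against the wild type. Among the probes called in G0, the reference channel differed by more than 1 on the log2 scale for ATG33 and, in H4K5,12R, for YNL046W.

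Other probes were called that the paper does not report. The effect of HIF1 deletion differed between mid-log and G0 for 31 probes, with HXT2 at 1.33 and ATG33, whose spot failed on some arrays, at -1.14. Strain, mating type, medium and backgrounds differ here together with growth state. The G0 part also compares arrays of different sets in the hat1Δ and hat2Δ backgrounds. Chance was not excluded there, with 5 of 100 splits calling as many (18 in the real split, 83 at most in the others), and a split with several times the real count points to a structure of the samples. With HAT1 deletion in mid-log 299 probes other than HAT1 were called, from CHA1 at 0.45 to PHO84 at -0.84. Chance differences between cultures were not excluded, since the splits treat the 2 arrays of a strain as independent. Of 100 splits 2 called as many (274 in the real split), but 1 other split called 830, which points to a structure of the samples. That split keeps the real grouping in 2 backgrounds and parts the hif1Δ background by replicate letter, and among the 27 splits balanced for the letter the highest other called 5. For HAT2 deletion the count of splits decides nothing: 1 of 100 splits called as many (1 in the real split, 0 at most in the others), but the probe called in the real split was HAT2 itself.

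In G0, 7 probes other than HIF1 were called with HIF1 deletion on matched backgrounds, with BTN2 at -0.56. In the hat1Δ and hat2Δ backgrounds this contrast crosses the array sets, so that deletion and set cannot be told apart. Here too the splits decide nothing, with 2 of 100 calling as many, since a fit of the matched arrays alone called 1 probe in the real split, which was HIF1 itself, and the highest other split also called 1. Against the G0 wild type, 20 probes other than the deleted genes were called in hif1Δ (HXT2 at -3.15), 2 in hat1Δhif1Δ (TYE7 at -1.04), 9 in hat2Δhif1Δ (RTS3 at -1.08), 38 in H4K5,12Q (HXT2 at -1.97) and 207 in H4K5,12R (HOR2 at -2.05).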

How the results depend on the processing

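Of the values of single genes, leaving out 1 array left 879 the same, 268 weaker, 2 stronger and 3 reversed, and the other settings left 1571 the same, 173 weaker, 27 stronger and 42 reversed. For gene lists leaving out 1 array left 212 the same and 8 weaker, and the other settings 310 the same and 48 weaker. Set after the values were seen were the wild-type level taken from the authors' table and, for HHT2 and HHF2 in G0, permutation within backgrounds. The cause was not tested for any of these changes. A block by slide or scan date was not run, since the files give none, and the authors' table was not used for comparisons it does not hold.

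With no background correction 35 probes were called for HIF1 deletion in mid-log and 7 in hat1Δhif1Δ in G0. With print-tip loess 30 were called in hat1Δhif1Δ in G0, 124 in H4K5,12Q, 370 in H4K5,12R, 4 for HIF1 deletion in G0 and 19 for the difference between mid-log and G0, and ADH2 was at -0.15 in H4K5,12Q and -0.032 in H4K5,12R. With median centring 68 were called for HAT1 deletion, 953 for HIF1 deletion, 3 in hat1Δ, 2 in hat2Δ, 13 in hat1Δhif1Δ and 25 in hat2Δhif1Δ in G0, 14 for HIF1 deletion in G0 and 12 for the difference between mid-log and G0. Median centring reversed HHT2 (-0.36) and HTA1 (-0.14) in the G0 wild type, HHF2 in the H3-T7 strain (-0.17) and the H3/H4 mean with HAT1 deletion (0.00117, exact p = 0.969). From the authors' ratios 155 were called for HAT1 deletion, 36 for HIF1 deletion, 31 in hat1Δhif1Δ, 19 in hat2Δhif1Δ, 155 in H4K5,12Q, 439 in H4K5,12R and 19 for HIF1 deletion in G0, and HHF2 was at -0.13 in H4K5,12Q and -0.10 in H4K5,12R. Above the 25th percentile of brightness 32 were called for HIF1 deletion, 3 in hat2Δ, 13 in hif1Δ and 25 in H4K5,12Q in G0.

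With no replicate block 11 were called for HAT1 deletion, 4 for HIF1 deletion, 1 in hif1Δ, 2 in hat2Δhif1Δ, 5 in H4K5,12Q and 50 in H4K5,12R in G0, 2 for HIF1 deletion in G0, 7 for the difference between mid-log and G0, 1730 for H3-HA and 1343 for H3-T7. With all 36 arrays in 1 fit 2 were called for HAT1 deletion, 3 for HIF1 deletion, 28 in hat1Δ, 131 in hat2Δ, 361 in hif1Δ, 353 in hat1Δhif1Δ, 355 in hat2Δhif1Δ, 857 in H4K5,12Q and 1337 in H4K5,12R in G0, 373 for HIF1 deletion in G0, 47 for the difference between mid-log and G0, 1247 for H3-HA and 891 for H3-T7. Moderation with trend and robust called 35 for HIF1 deletion, 4 in hat1Δ, 7 in hat2Δ, 15 in hat1Δhif1Δ, 22 in hat2Δhif1Δ and 71 in H4K5,12Q in G0. At an unadjusted p under 0.01 and a fold change above 1.7 there were 26 in hat1Δ, 27 in hat2Δ, 56 in hif1Δ, 29 in hat1Δhif1Δ, 42 in hat2Δhif1Δ and 67 in H4K5,12R in G0. With an estimated correlation 4 list calls held. Permutation within backgrounds gave an adjusted p = 0.0278 for the H3/H4 mean of HIF1 deletion (0.236) and a permutation p = 0.0463 for HHT2 and HHF2 in G0 (0.101).

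At the threshold of the paper, against the untagged RITE strain the mid-log counts were 151 in hat1Δ, 153 in hat2Δ, 156 in hif1Δ, 155 in hat1Δhat2Δ, 158 in hat1Δhif1Δ, 160 in hat2Δhif1Δ and 160 in the triple mutant. With the wild-type level taken off they were 1, 1, 4, 3, 5, 4 and 9 in this order. That setting reversed NCE103 in hat1Δ (-0.29), hat2Δ (-0.19), hif1Δ (-0.14), hat1Δhat2Δ (-0.22), hat1Δhif1Δ (-0.27) and the triple mutant (-0.11), PYC1 in these strains (-0.12, -0.086, -0.16, -0.30, -0.29 and -0.31), and HSP12 in hat1Δ (-0.25), hat2Δ (-0.21), hif1Δ (-0.18) and hat1Δhat2Δ (-0.10). In the authors' table the mid-log counts were 1, 1, 5, 4, 5, 4 and 9. In G0, with the p-values of the table adjusted once more over its probes, although they are largely tied and may be adjusted already, those under 0.05 were 0 in hat1Δ, 0 in hat2Δ, 17 in hif1Δ, 1067 in hat1Δhif1Δ, 596 in hat2Δhif1Δ, 2130 in H4K5,12Q and 2367 in H4K5,12R, against 322, 1674, 1075, 2137, 1774, 2841 and 3006 with the p-values as deposited. The table reversed NCE103 in hat1Δ (-0.26), hat2Δ (-0.14), hif1Δ (-0.13), hat1Δhat2Δ (-0.21), hat1Δhif1Δ (-0.27) and the triple mutant (-0.11), PYC1 in the 7 mutants (-0.17, -0.14, -0.19, -0.33, -0.29, -0.038 and -0.32), HSP12 in hat1Δ (-0.27), hat2Δ (-0.23), hif1Δ (-0.20) and hat1Δhat2Δ (-0.13), and HHF2 in H4K5,12Q (-0.13) and H4K5,12R (-0.10).

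Leaving out 1 array at a time gave, as lowest and highest count for deletions on matched backgrounds, 14 (hat2Δ a) and 843 (hif1Δ a) for HAT1, 1 (hat1Δhat2Δ a) and 3 (hat1Δhat2Δ b) for HAT2, 4 (hat2Δ b) and 115 (hat2Δhif1Δ b) for HIF1, 3 (hat1Δhif1Δ b) and 80 (hif1Δ a) for HIF1 in G0, and 12 (mid-log hat2Δ a) and 220 (G0 hif1Δ a) for the difference. The H3/H4 means ran from -0.0281 (hat1Δhif1Δ a) to -0.00748 (triple mutant b) for HAT1, from 0.0513 (hat1Δhat2Δ a) to 0.106 (triple mutant b) for HAT2 and from 0.211 (hat1Δhif1Δ a) to 0.258 (triple mutant a) for HIF1, and the mean of HHT2 and HHF2 in G0 from 0.0570 (hat2Δhif1Δ a) to 0.136 (hat2Δhif1Δ b). In G0 the counts were 0 (wild type b) and 14 (wild type a) in hat1Δ, 1 (own a) and 18 (wild type a) in hat2Δ, 0 (wild type b) and 281 (own a) in hif1Δ, 2 (own b) and 4 (wild type a) in hat1Δhif1Δ, 2 (own a) and 28 (wild type a) in hat2Δhif1Δ, 1 (own b) and 19 (wild type a) in H4K5,12Q, 9 (own b) and 45 (wild type a) in H4K5,12R, and 4609 (wild type a) and 4751 (wild type b) in the wild type against the reference. For the tags they were 1337 (untagged b) and 2982 (H3-HA a) for H3-HA and 1100 (untagged b) and 2075 (untagged a) for H3-T7. In mid-log against the reference they were 14 (own b) and 16 (own a) in hat1Δ, 15 (own b) and 17 (own a) in hat2Δ, 19 (own a) and 33 (own b) in hif1Δ, 21 (own a) and 34 (own b) in hat1Δhat2Δ, 21 (own b) and 25 (own a) in hat1Δhif1Δ, 18 (own b) and 28 (own a) in hat2Δhif1Δ, and 22 (own a) and 25 (own b) in the triple mutant. List calls ran from 86 (G0 wild type a) to 109 (G0 wild type b). Reversed without 1 array were HHF2 in G0 H4K5,12Q versus G0 WT, which ran from -0.00015 (own a) to 0.34 (own b), HHF2 in H3-T7 versus untagged H3, from -0.00067 (untagged a) to 0.17 (untagged b), and HHT2 in G0 WT versus reference, from -0.0077 (wild type b) to 0.27 (wild type a).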

Differences from the paper's values

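The paper gives fewer than 3 genes that changed in each mid-log NuB4 mutant, after removal of genes that vary between wild-type cultures, which was not done here. Whether the deleted genes count among them is not stated there, and they are left out of the counts here. At the paper's threshold of a fold change above 1.7 and p under 0.01, with the adjusted p of limma and the reference RNA as control, the counts here were 13 in hat1Δ, 12 in hat2Δ, 22 in hif1Δ, 24 in hat1Δhat2Δ, 19 in hat1Δhif1Δ, 15 in hat2Δhif1Δ and 21 in hat1Δhat2Δhif1Δ against the paper's 3 as upper bound. Of the alternatives set before the data were examined, the authors' deposited table came within the margin used for this comparison, 1.5 times the paper's 3, in 6 of the 7 mutants, with 0, 0, 4, 2, 3 and 2, and did not in hat1Δhat2Δhif1Δ, with 6. Strictly below the paper's 3 were 4 of these 7 counts. The others (no background correction, print-tip loess, median centring, the authors' ratios, the brightness filter, no replicate block, all 36 arrays in 1 fit, trend and robust moderation, the unadjusted p, the untagged RITE strain as control, and leaving out arrays) stayed above it. With the wild-type level taken from the authors' table, a setting chosen after seeing the values, the counts were 0, 0, 3, 1, 3, 2 and 6. The paper's genes called in each mutant are not listed one by one, so that none can be counted as dropped. For Figure 6A, 42 readings were compared and 0 differed by the rule used. This does not mean equal values, since HHF2 in the H4 mutants has the opposite sign in the authors' ratios and table.

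The paper states that H3 mRNA was very similar in tagged and untagged RITE strains, from qRT-PCR and arrays and over several cell cycle phases. Only mid-log arrays were used here, 2 per strain. On these HHT2 was 0.776-fold with HA and 0.840-fold with T7, both past an adjusted p of 0.05 and neither past 1.7-fold. Of 6388 probes, 2853 with HA and 2432 with T7 passed this adjusted p.

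For the H4K5,12 mutants in G0 the paper states slightly higher H3 expression. Here HHT2 was at 0.56 in H4K5,12Q and 0.41 in H4K5,12R, in the same direction and not past the adjusted p (0.0762 and 0.104). It passed in both from the authors' ratios (adjusted p = 0.0367 and 0.0303), with all 36 arrays in 1 fit, and in the authors' deposited table, and in H4K5,12Q with trend and robust moderation. These settings also called more probes in all. From the authors' ratios these were 155 and 439, against 38 and 207 in the fit used here. In the table 2841 and 3006 of 6182 p-values were under 0.05 as deposited, so passing there says little about HHT2 itself.

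The paper states higher H3 and H4 expression in mid-log mutants without HAT2, to a lesser extent than without HIF1, compared with the wild type. Against the wild-type level taken from the authors' table, a setting chosen after seeing the values, the H3/H4 mean was 0.28 in hat2Δ (highest adjusted p of the 4 genes 0.00599) and 0.42 in hif1Δ, in the direction the paper states. The comparison on matched backgrounds is another one, since it holds no wild-type background. There the mean of the 4 genes was 0.0849 for HAT2 deletion, with an exact permutation p = 0.0938 (adjusted p = 0.141), positive in 5 of 6 pairs, and no single H3/H4 gene passed over all probes in limma, where 294 probes had an unadjusted p under 0.05. Permutation within backgrounds gave an exact p = 0.0833 (adjusted p = 0.125). The list passed with camera at the preset correlation (adjusted p = 9.77e-06) and not with an estimated correlation (adjusted p = 0.104). For HIF1 deletion the 4 genes were higher, as the paper states.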

Other observations

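The wild type in G0 differed from the mid-log reference RNA at most probes, where strain, mating type, medium and growth state differ together (2 arrays). In limma 2705 probes were higher and 2545 lower. SIP18 (5.77), HSP26 (5.64) and the glucose transporter gene HXT5 (5.07) were higher, and SAM2 (-3.90), SAM1 (-3.88) and CYS3 (-3.30), of sulfur amino acid metabolism, were lower. ADH2 was at 2.07 and HHF2 at -0.91, while HHT2 (0.13) and HTA1 (1.19) changed sign with median centring (-0.36 and -0.14). Of 22 stress response genes 21 were higher (median 3.10, adjusted p = 0.207 with an estimated correlation), as were 32 of 32 genes of oxidative phosphorylation (median 2.49, adjusted p = 0.316), 14 of 14 of glucose-repressed metabolism (4.11), 10 of 10 meiotic genes (0.98), 7 of 7 a-specific genes (4.28) and 10 of 12 of phosphate starvation (0.84), while 3 of 4 alpha-specific genes were lower (-2.37). Of 126 ribosomal protein genes 116 were lower and 2 higher (median -1.08, adjusted p = 0.435), and 31 of 31 ribosome biogenesis genes (-1.46), 8 of 8 G2/M genes (-1.41), 17 of 21 G1/S genes (-0.51), 12 of 18 histone chaperone genes (-0.36) and 16 of 25 amino acid biosynthesis genes (-0.50) were lower. No list passed with an estimated correlation in this comparison, and the chromatin remodeler, histone acetyltransferase, deacetylase, iron uptake, sulfur assimilation, strain marker, H3/H4 and H2A/H2B lists did not pass at the preset correlation either.

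Mating type and marker genes serve as a check of the strains. The median of 6 a-specific genes relative to the reference was 4.54 in G0 and 3.91 in the mid-log RITE strains and -0.01 in the mid-log NuB4 mutants, and that of the alpha-specific genes -2.46, -3.95 and -0.10. MET17 was at -4.43 and HIS3 at 2.19 in G0, and LYS2 at 2.54 and TRP1 at -2.94 in the mid-log RITE strains. BAR1, which the paper lists as disrupted in the RITE strains, was at 2.82 in G0 (above background on 16 of 16 arrays) and 2.81 in the mid-log RITE strains (6 of 6). Its probe therefore does not bear out this genotype. Whether the probe lies in a part of the gene that is still transcribed was not checked, so it decides nothing against the genotype either.

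With HIF1 deletion in mid-log 0 of 126 ribosomal protein genes passed over all probes in limma (adjusted p = 0.520 with an estimated correlation), 0 of 31 ribosome biogenesis genes (0.562) and 0 of 15 chromatin remodeler genes (0.0797), while 1 of 15 sulfur assimilation genes was lower (0.242). In the H3-HA strain 6 of 15 chromatin remodeler genes were lower (adjusted p = 0.186 with an estimated correlation), 34 of 126 ribosomal protein genes were lower (0.406), 8 of 10 meiotic genes were higher (0.0722) and 10 of 15 sulfur assimilation genes were higher (0.406). In the H3-T7 strain 6 of 11 histone acetyltransferase genes were lower (0.137). Over the 14 comparisons the lowest adjusted p of the deacetylase list was 0.342 and that of the strain markers 0.0822.

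In G0 the HIF1 deletion on matched backgrounds gave 1 higher and 7 lower probes in limma (median centring gave 4 and 10). The higher was ATG33, whose spot gave no signal on some of these arrays. PAU16 was at -0.36, PAU4 at -0.30 and OAR1 at -0.29, where the PAU genes are a family whose probes may share signal. In the hat1Δ and hat2Δ backgrounds the arrays with and without HIF1 lie in different array sets, so deletion and set cannot be told apart. HHT2 was at 0.07 (adjusted p = 0.777) and HHF2 at 0.13 (adjusted p = 0.629), with a mean over both of 0.10 in 4 of 6 pairs (exact permutation p = 0.125). The correlations between G0 arrays did not bear out this pairing, and permutation within backgrounds without it, chosen after the values were seen, gave a permutation p = 0.0463, so that the call depends on the pairing. The effect of HIF1 deletion on HHT2 was higher by 0.20 in mid-log than in G0 (adjusted p = 0.359) and on HHF2 by 0.12 (adjusted p = 0.705), so that a difference was not shown for these genes. Strain, mating type, medium and the backgrounds compared differ together with growth state in this comparison, and its G0 part crosses the array sets. In the additive fit of all 7 mid-log genotypes the H3/H4 mean changed by -0.04 with HAT1, 0.09 with HAT2 and 0.24 with HIF1 deletion. For the H2A/H2B genes the mean with HIF1 deletion was 0.162, positive in 6 of 6 pairs.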
